# A mechanistic basis for genetic assimilation in natural fly populations

**DOI:** 10.1073/pnas.2415982122

**Published:** 2025-03-10

**Authors:** Gonzalo Sabarís, Bernd Schuettengruber, Giorgio L. Papadopoulos, Marta Coronado-Zamora, Maximilian H. Fitz-James, Josefa González, Giacomo Cavalli

**Keywords:** Waddington, genetic assimilation, standing genetic variation, epigenetic inheritance, stress-induced variation

## Abstract

Genetic assimilation is a process by which a trait originally driven by the environment becomes independent of the initial cue and is expressed constitutively in a population. More than seven decades have passed since Waddington’s pioneering demonstration of the acquisition of morphological traits through genetic assimilation, but the underlying mechanism remains unknown. Here, we address this gap by performing combined genomic analyses of Waddington’s genetic assimilation experiments using the ectopic veins (EV) phenocopy in *Drosophila* as a model. Our study reveals the assimilation of EV in both outbred and inbred fly natural populations, despite their limited genetic diversity. We identified key changes in the expression of developmental genes and pinpointed selected alleles involved in EV assimilation. The assimilation of EV is mainly driven by the selection of regulatory alleles already present in the ancestral populations, including the downregulation of the receptor tyrosine kinase gene *Cad96Ca* by the insertion of a transposable element in its 3′ untranslated region. The genetic variation at this locus in the inbred population is maintained by a large chromosomal inversion. In outbred populations, the evolution of EV results from a polygenic response shaped by the selective environment. Our results support a model in which selection for multiple preexisting alleles in the ancestral population, rather than stress-induced genetic or epigenetic variation, drives the evolution of EV in natural fly populations.

## Significance

Despite decades of research, the process of genetic assimilation—where traits become independent of environmental cues—has remained poorly understood. Our study investigates this phenomenon using the ectopic veins (EV) trait in *Drosophila*. Our combined genomic analyses reveal that EV assimilation occurs in both outbred and inbred populations and is driven by the selection of preexisting regulatory alleles. In particular, our results challenge the notion that stress-induced genetic or epigenetic changes are the primary drivers of trait assimilation. Instead, they highlight the role of selection on preexisting genetic variation, providing insights into the fundamental processes of genetic assimilation.

The origin of phenotypic novelty constitutes a central focus of evolutionary research. Environmental stresses can perturb normal development, inducing phenocopies—phenotypes that occur without apparent changes to the DNA but which replicate those generated by known genetic alleles (1). Notably, heat shock (HS) applied during the pupal stage of *Drosophila* species induces various phenocopies in the wing venation pattern, including the loss of crossveins (“crossveinless”) or the appearance of ectopic veins (EV) (2–4). In a landmark study, Conrad Waddington demonstrated that the HS-induced crossveinless phenocopy can increase in frequency within a population through cycles of stress and selection over multiple generations, eventually becoming constitutive in the absence of stress (3). This phenomenon, which he defined as genetic assimilation, is envisioned to facilitate rapid phenotypic evolution under the plasticity-first hypothesis (5, 6).

Since Waddington’s pioneering work, genetic assimilation has been generalized in laboratory experiments for several other *Drosophila* traits, from various wing venation phenocopies including EV (4, 7), bristle, eye color, and melanotic nodule mutant phenotypes (8), to more extreme traits such as haltere to wing homeotic transformations by ether exposure (9, 10). Genetic assimilation has also been studied in the laboratory for the evolution of polyphenism in the tobacco hornworm (11) and for the evolution of wing color in butterflies (12). There is ample evidence suggesting that genetic assimilation also occurs in nature (13–16), and mathematical modeling has been used to understand its dynamics in populations (17–19). Despite this wealth of evidence for genetic assimilation, there is still heated debate about its importance in evolution and the underlying mechanism (13, 20, 21). Ironically, while Waddington hypothesized that genetic assimilation had a genetic basis, his experiments are often seen as evidence for an epigenetic component to heritability, arguing for the inheritance of acquired traits. Waddington rather proposed that genetic assimilation occurs through the accumulation of rare genetic variants present at low frequencies in the ancestral population. Under normal developmental conditions, this genetic variation would not induce phenotypes (and could therefore be defined as “cryptic”) (22) due to developmental canalization that funnels the phenotype closer to the norm, tending toward a standard phenotype. Stress might act as a catalyst, overcoming canalization and exposing this cryptic variation to selective pressure (5, 23), until a point where it is expressed under normal conditions, leading to genetic assimilation (24, 25). At the core of this model is the assumption that genetic assimilation is a polygenic response that relies on a substantial amount of standing genetic variation in the ancestral population, although compelling direct evidence is missing. Furthermore, there has been renewed interest based on emerging evidence, suggesting that mechanisms such as epigenetic inheritance (26–28) or stress-induced variation via transposable elements (8) may be other sources of variation that play a role in the genetic assimilation process. To discriminate between epigenetic regulation, polygenic responses, or stress-induced mutation is a challenge of extraordinary difficulty because the available experimental paradigms that have been established involve in vivo studies on populations and it is difficult to separate genetic versus nongenetic contributions in these systems. Studies in laboratory models are needed as they allow a more direct exploration of the mechanistic basis of this phenomenon.

## Results

### Rapid Assimilation of the EV Trait in Outbred and Inbred Natural Fly Populations.

To test for phenotypic assimilation, we used four wild type inbred fly populations (D208, D437, D820, and D907) from the *Drosophila Genetic Reference Panel* (*DGRP*) library (29) and a *wild type* outbred fly population (called Mix) obtained from the genetic admixture of the four inbred lines into a single population (Fig. 1*A* and *Methods*). We chose these lines and the EV phenocopy because they showed higher phenocopy plasticity than commonly used laboratory strains (*SI Appendix*, Fig. S1 *A* and *B*). To recapitulate the Waddington’s selection experiment, we generated “heat shock (HS) selection” lines by giving a heat shock at the pupal stage and selecting flies hatching with EV phenotypes (Fig. 1*A*). We assessed EV assimilation by measuring its penetrance in flies derived from the HS selection but reared under normal conditions, without heat shock, in the last generation (Fig. 1*A*: “assimilated flies”). These lines were compared with control (C) flies reared under normal conditions for the same number of generations. Once the EV were found to persist in the assimilated flies, i.e. in the absence of stress, the EV phenotype was further selected in the absence of heat shock for several generations in the “assimilated (A) selection” (Fig. 1*A*) lines. To distinguish between the phenotypic changes induced by heat shock and those that arise spontaneously under normal conditions, we also selected for the EV phenotype in the absence of heat shock in lines derived from the control line, which we designated “nonassimilated (NA) selection” (Fig. 1*A*) in order to be consistent with Bateman’s nomenclature (4). This experimental design allowed us to assess the response to EV artificial selection in the presence or absence of stress treatment, and to analyze the molecular mechanism underlying EV evolution in each regime.

**Fig. 1.**
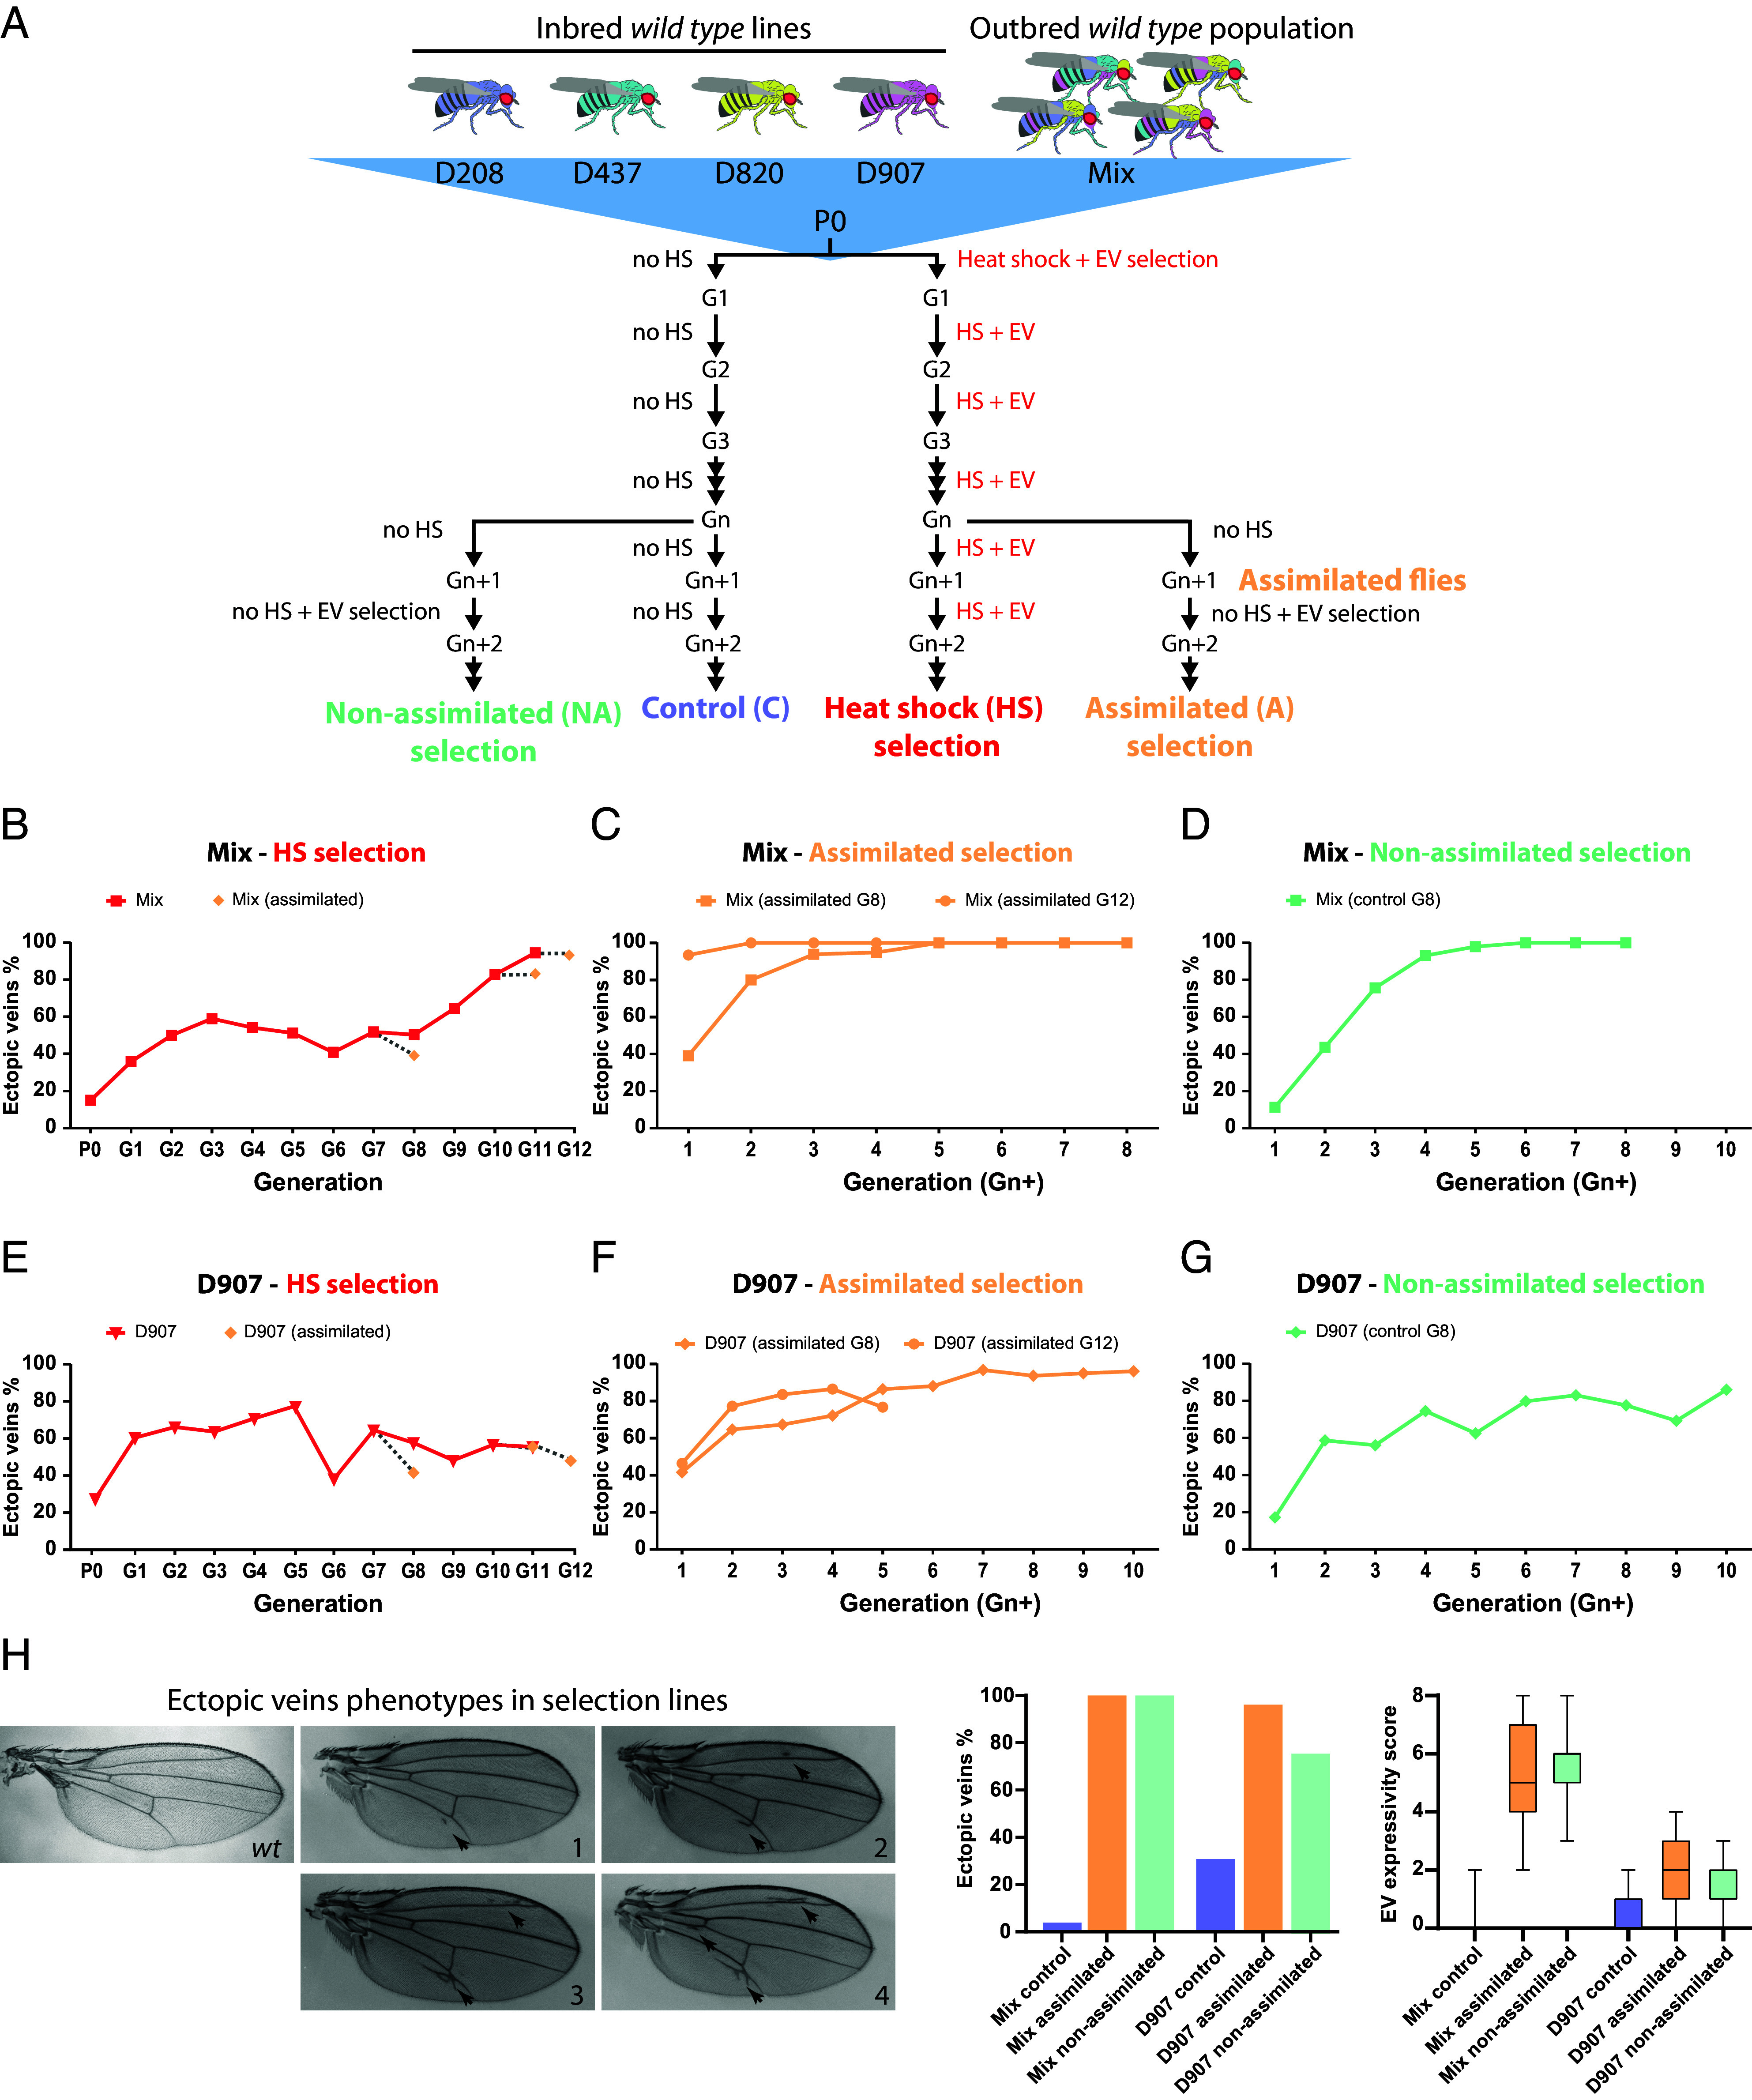
Rapid assimilation of EV trait in outbred and inbred natural fly populations. (*A*) Experimental design used to recapitulate the Waddington assimilation experiment for the EV phenocopy. EV selection was applied to four inbred fly lines (D208, D437, D820, and D907) and an outbred population (Mix) consisting of the genetic admixture of the four inbred lines. HS and EV selection was performed over several generations in the HS selection lines. Further EV selection in the absence of heat shock was derived from the HS selection in the assimilated selection line. Control flies were maintained under normal conditions and EV selection without heat shock was derived from these flies in the nonassimilated selection. (*B*) Solid line shows the EV penetrance as a response to heat shock induction and EV artificial selection in the Mix outbred population. The individual diamond dots connected with dashed lines indicate the EV penetrance of the assimilated flies (progeny of flies from the heat shock selection without pupal heat shock in the current generation). (*C*) EV penetrance response in Mix assimilated selection lines derived from the eighth (squared dots) and twelfth (circled dots) generations. (*D*) EV penetrance response in Mix nonassimilated selection line derived from control flies from the eighth generation. (*E*) Solid line shows the EV penetrance as a response to heat shock induction and EV artificial selection in the D907 inbred population. The individual diamond dots connected with dashed lines indicate the EV penetrance of the assimilated flies (flies from the heat shock selection without pupal heat shock in the current generation). (*F*) EV penetrance response in D907 assimilated selection lines derived from the eighth (diamond dots) and twelfth (circled dots) generations. (*G*) EV penetrance response in D907 nonassimilated selection line derived from control flies from the eighth generation. (*H*) Representative images of the EV phenotypes in the selected flies showing the different expressivity score values per wing. Penetrance and expressivity of EV in adult females of the Mix and D907 selection lines. The two wings were analyzed in each individual, where each wing can have an EV expressivity score from 0 (no EV) to 4, with a maximum EV score of 8 per fly.

In the Mix outbred population, the EV phenocopy was induced by the HS treatment from the first generation, but it increased only when a higher selective pressure was applied after the seventh generation by intercrossing only flies with the strongest EV phenocopies (Fig. 1*B*). Similarly, the EV trait persisted in the assimilated flies from the eighth generation onward, becoming more penetrant with additional generations (Fig. 1*B* and *SI Appendix*, Fig. S2*A*). Further selection of the assimilated flies in the absence of heat shock continued to increase the EV penetrance until eventual fixation (Fig. 1*C*). The Mix outbred population also evolved the EV trait in the absence of stress treatment in the nonassimilated selection line (Fig. 1*D*). Consistent results were obtained in a second independent selection experiment, where a strong EV selection pressure was applied from the start and the EV phenocopy reached almost full penetrance in the population in only three generations under heat shock selection (*SI Appendix*, Fig. S2*B*) and was assimilated after a return to normal conditions (*SI Appendix*, Fig. S2 *C* and *D*). Likewise, the EV trait evolution in the nonassimilated selection without heat shock was also reproducible (*SI Appendix*, Fig. S2*E*).

Of the four inbred lines tested, only one (D907) assimilated the EV trait in the population. The EV phenocopy was induced by heat shock in each generation, however in this case it did not increase as generations progressed (Fig. 1*E*). The EV trait was assimilated after the eighth generation (Fig. 1*E* and *SI Appendix*, Fig. S2*F*) and further selection of the assimilated flies in the absence of heat shock continued to increase the EV penetrance to high levels (Fig. 1*F*). Strikingly, the EV trait also responded to selection without stress in the nonassimilated selection line (Fig. 1*G*). In contrast, the D208 inbred line never assimilated the EV phenocopy despite several generations of phenocopy induction and selection under heat shock (*SI Appendix*, Fig. S2*G*) and further selection in the absence of stress in the assimilated lines (*SI Appendix*, Fig. S2*H*). Finally, repeated stress affected the viability in the inbred lines D438 and D820 and they became extinct after three generations of heat shock treatment (*SI Appendix*, Fig. S2*I*).

In summary, the EV trait was assimilated in both the Mix outbred population and the D907 inbred population but not in the other inbred lines tested. Notably, the phenotype was stronger in the Mix lines, where it is fully penetrant and the extra veins branch from multiple locations on the wing (Fig. 1*H*). In the D907 lines, the EV phenotype is highly but not fully penetrant and the extra veins are short and arise mainly from a single site on the wing (Fig. 1*H*).

### The Evolution of the EV in the Mix Selection Lines Is Driven by Changes in the Expression of Multiple Genes.

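Mix is the outbred population that the paper obtained by admixture of inbred fly lines, and it was selected for ectopic veins in 2 experiments. DNA of 100 adult females was sequenced as 1 pool for each population, so that each experiment has 1 ancestral (P0), 1 control, 1 assimilated and 1 nonassimilated pool, 8 pools in all. The authors' alignment to the dm6 genome and their variant calls were already made when the files were deposited. Each deposited table sets 1 derived pool beside the P0 pool of its own experiment and lists, for each site, the number of reads with the reference and with the alternative allele. In experiment 1 the tables list 1360167 sites for the control pool, 1231203 for the assimilated pool and 1203242 for the nonassimilated pool. In experiment 2 they list 1226291, 1071323 and 1062926 sites in the same order. The median depth over the listed sites of experiment 1 was 83 reads in P0, 80 in control, 85 in assimilated and 86 in nonassimilated flies. In experiment 2 it was 81, 78, 75 and 80 reads. The paper's average depths over the whole genome are 85.3, 86.3, 89.7 and 92.4 in experiment 1 and 82.2, 79.5, 80.1 and 87.2 in experiment 2, and the values given here use the reads of the listed sites. At each site the reads of the derived pool and of P0 were compared by a two-sided Fisher's exact test, with Bonferroni's correction over all sites of the table. A site is called changed when its adjusted p-value is below 1e-05, the lower line of the paper's Manhattan plots. With 1 pool per population the test compares pools, not replicate populations. A pool of 100 females holds 200 chromosomes, and the sampling of these chromosomes adds variation that a test on reads leaves out. Substitutions and InDels were analysed together, because the tables do not name the bases of the alleles.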

To identify genomic responses to EV selection, we performed Pool-seq experiments (30) on Mix-derived lines (assimilated, nonassimilated, control) and ancestral (P0) flies (Fig. 1*A*). This involved sequencing the genome of a pool of 100 female adult flies from each population at high coverage (~100×) to identify genome-wide patterns of genetic diversity, including single nucleotide polymorphisms (SNPs) and small insertions and deletions (InDels), by analyzing significant frequency changes between the derived lines and the ancestral population. 

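In experiment 1, 10203 sites changed in the Mix control pool, 174593 in the assimilated pool and 257473 in the nonassimilated pool. These are 0.75%, 14.2% and 21.4% of the tested sites. In experiment 2, 4364 sites (0.356%) changed in the control pool, 280629 (26.2%) in the assimilated pool and 216329 (20.4%) in the nonassimilated pool. The median change in allele frequency at the changed sites was 0.542 in assimilated and 0.553 in nonassimilated flies of experiment 1, and 0.667 and 0.615 in experiment 2. Changed sites lay on all 5 chromosome arms in every comparison. In the assimilated pool of experiment 1 the share of sites that changed ranged from 8.24% on 3R to 22.7% on 2L, and in the nonassimilated pool from 16.4% on 2L to 29.0% on X. In experiment 2 it ranged from 7.13% on X to 40.6% on 3R in assimilated flies, and from 10.3% on 2L to 45.7% on 3R in nonassimilated flies. Among windows of 100 kb with at least 50 tested sites, 93.2% held a changed site in the assimilated pool of experiment 1 and 93.4% in the nonassimilated pool, against 37.7% in the control pool. In experiment 2 these shares were 88.2%, 76.1% and 39.7%. Neighbouring sites are linked, so these counts are not numbers of loci. The alternative that moved the counts most was averaging the adjusted p-value in bins of 10 kb, which left between 0% and 0.309% of bins past the threshold in the Mix comparisons. A single unchanged site in a bin keeps this average above the threshold. With the negative logarithm of the adjusted p-value averaged in the same bins, an alternative chosen after seeing the data, 10.6% of bins passed in assimilated and 18.2% in nonassimilated flies of experiment 1, and 30.2% and 20.7% in experiment 2.

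**Figure D1:**
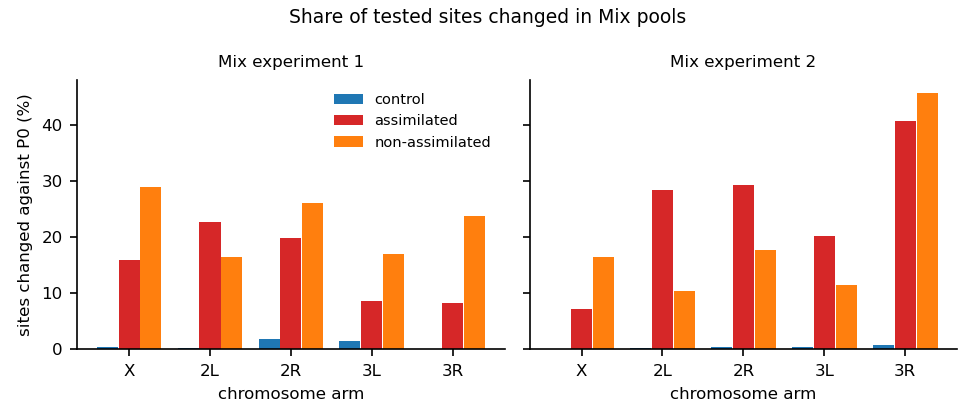
Percent of tested sites that changed against P0 on each chromosome arm, for the control, assimilated and nonassimilated Mix pools of experiment 1 (left) and experiment 2 (right). Each bar is 1 pool, and every bar of the control pools stays at or below the 1.76% of arm 2R in experiment 1.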

The Pool-seq results reveal a complex multilocus association with both Mix assimilated and nonassimilated flies (*SI Appendix*, Fig. S3*A*). Additionally, the EV phenotype relies on alleles present on both major autosomes in each line, with varying contributions between assimilated and nonassimilated lines (*SI Appendix*, Fig. S3 *B*–*D*). Altogether, these results suggest that EV evolution involves a polygenic response with distinct alleles contributing across selection lines.

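In experiment 1, 1089147 sites on the 5 arms were tested in both selection lines, and 157547 of them changed in assimilated and 240621 in nonassimilated flies. At 67184 sites both lines had changed in the same direction and at 10243 in opposite directions, while 80120 sites had changed in assimilated flies alone and 163194 in nonassimilated flies alone. The sites shared in the same direction were 42.6% of those of assimilated flies and 27.9% of those of nonassimilated flies. In experiment 2 the lines shared 139580 changed sites in the same direction, 56.2% of the sites of assimilated and 68.9% of the sites of nonassimilated flies, against 7426 in opposite directions. Another 101554 sites changed in assimilated flies alone and 55537 in nonassimilated flies alone. When the sites of 1 line were shifted along each arm, which keeps neighbouring sites together, 1000 shifts gave at most 23800 sites shared in the same direction in experiment 1 and 41636 in experiment 2 (permutation p = 0.001 in both, the smallest that 1000 shifts can give). Shifts break the phase between linked sites, and the P0 frequency limits the direction in which an allele can pass the threshold, so this p-value is too small for the direction. The P0 frequency also limits which sites can pass at all, and shifts do not keep it. The p-value may therefore be too small for the number of shared sites too. Both lines were compared with the same P0 reads. In 10 simulations, P0 reads and 2 unchanged pools were redrawn from the P0 frequencies. No site then changed in the same direction in both pools. The mean correlation across sites of the simulated changes was 0.502 in experiment 1 and 0.485 in experiment 2, against the observed 0.338 and 0.516. The simulated value comes only from the P0 draw that both unchanged pools share, so it is no benchmark for pools that changed. Sites are not independent replicates, and no p-value is given for these correlations. Across the experiments, 212 sites changed in the same direction in both control pools, 35029 in both assimilated pools and 62457 in both nonassimilated pools. Opposite directions were found at 37, 8667 and 13121 sites. The arms differed: 200 of the 212 sites of control flies lay on 2R and 47168 of the 62457 sites of nonassimilated flies on 3R. Opposite directions outnumbered the same direction on X (743 against 513 sites) and 2R (6611 against 5427) in assimilated flies. They did so on X (3964 against 2698) in nonassimilated flies. In control flies they did so on 3L (31 against 3) and 2L (2 against 0). The largest numbers from 1000 shifts were 86, 19394 and 27699 (permutation p = 0.001 for each, again the smallest possible). These p-values have the same limits. At shared sites with a P0 frequency from 0.4 to 0.6, where either direction could pass, 66.3% of the sites of assimilated flies and 62.4% of those of nonassimilated flies changed in the same direction. A two-sided permutation test on blocks of 5 Mb, chosen after seeing the data, gave p = 0.52 for assimilated flies (same direction at most sites in 7 of 12 blocks) and p = 0.047 for nonassimilated flies (13 of 18 blocks). A Cochran-Mantel-Haenszel test with the experiments as strata called 10730, 204067 and 186496 sites. From the genome-wide changes and from crosses that replaced single chromosomes, the paper proposes a polygenic response in which distinct alleles contribute in the different selection lines.

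**Figure D2:**
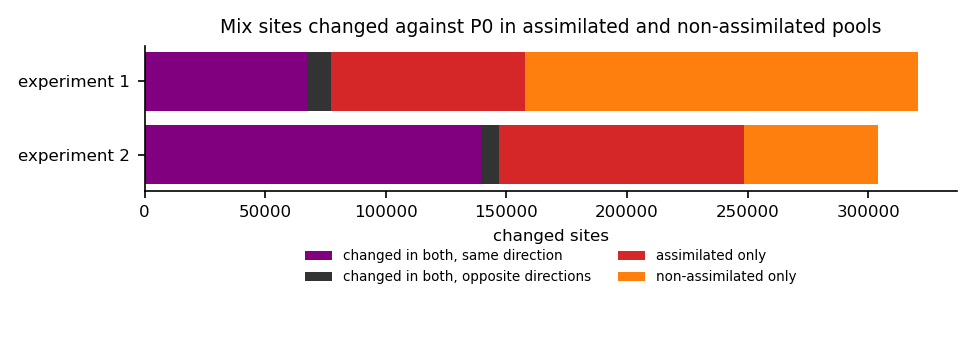
Number of sites that changed against P0 in the assimilated and nonassimilated Mix pools, for each selection experiment. Colours separate sites changed in both pools in the same direction, in both in opposite directions, in assimilated flies alone and in nonassimilated flies alone; the shared part in the same direction is 67184 sites in experiment 1 and 139580 in experiment 2.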

Changes in the expression patterns of developmental genes frequently underlie morphological evolution (31, 32). In our efforts to identify the gene expression changes that may contribute to EV evolution within the Mix selection lines, we performed transcriptomic analysis at two developmental time points relevant to wing vein development: the third instar larval wing disc (WD) and the pupal wing (PW) (24 to 26 h after puparium formation) (33) (Fig. 2*A*). We identified differentially expressed genes (DEGs) for both Mix assimilated and nonassimilated selection lines relative to control flies in the two selection experiments at both developmental stages, WD and PW (*SI Appendix*, Fig. S4 and Dataset S1). Common changes across replicates are likely to represent adaptive changes rather than drift, so we only considered DEGs that were consistently differentially expressed between the two selection experiments for each line as candidate genes underlying EV evolution, i.e. genes that showed the same direction of change (either upregulated or downregulated) in both experiments (*SI Appendix*, Fig. S5 *A*–*G* and Dataset S1 A and B). We then shortlisted these candidate genes, some of which were shared between Mix assimilated and nonassimilated lines and others that were specific to one line (Fig. 2*A* and *SI Appendix*, Fig. S5 *C* and *G*), based on their functional annotation related to wing vein development, on them being functionally related to other candidate genes (34) and/or on displaying high levels of misexpression.

**Fig. 2.**
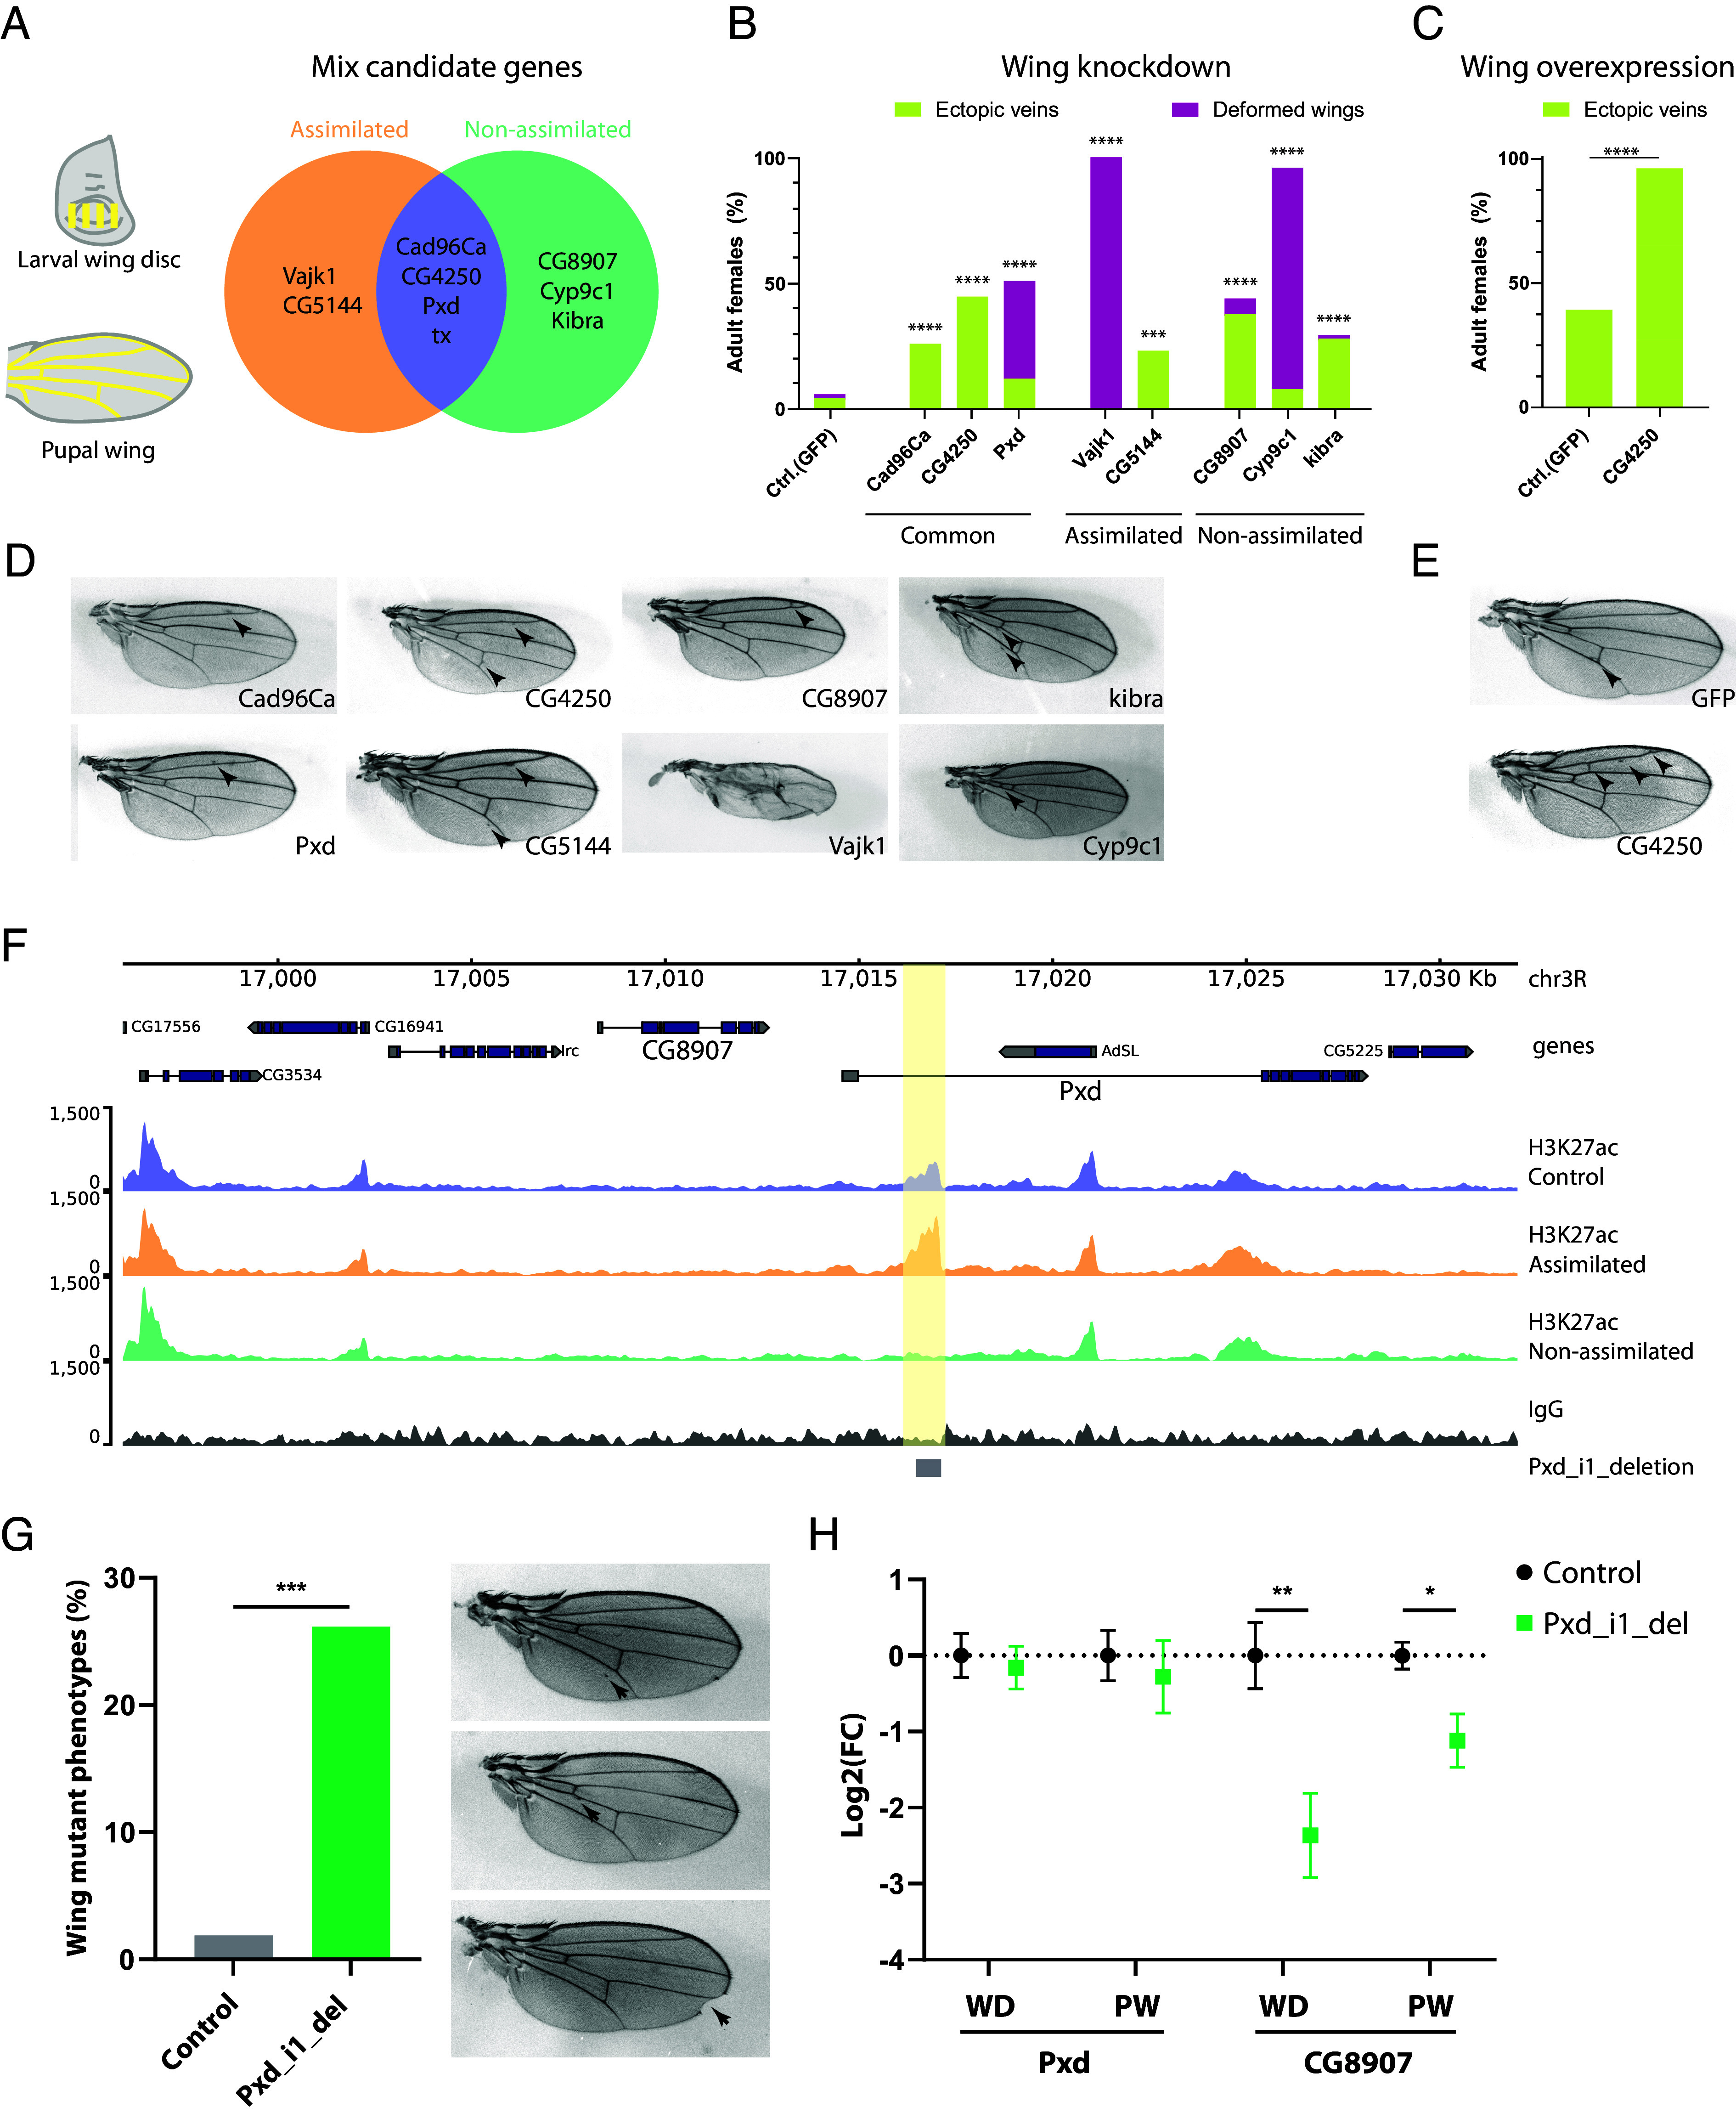
Multiple gene deregulations underlie the evolution of the EV trait in the Mix selection lines. (*A*) Shortlist of candidate genes associated with the ectopic veins evolution in Mix assimilated and nonassimilated selection lines obtained from the transcriptome analysis in the larval wing disc and pupal wing. (*B*) Quantification of the wing phenotypes caused by the functional characterization of the candidate genes by gene knockdown in the wing using the *nub-GAL4* driver. *GFP* knockdown was used as control. (*C*) Overexpression of *GFP* (control) and *CG4250* genes in the wing using *nub-GAL4* driver. Statistical differences in *B* and *C* were analyzed relative to control using two-sided Fisher’s exact test (***P < 0.001, and ****P < 0.0001). (*D* and *E*) Representative images of wing mutant phenotypes induced by gene knockdowns (*D*) or gene overexpression (*E*) in the wing. Black arrowheads in the images indicate EV. (*F*) CUT&RUN tracks for H3K27Ac (merge of three replicates) and IgG (control) in the wing disc for the Mix lines. Yellow shading marks the position of the H3K27ac differential peak in Mix nonassimilated in the first intron of the *Pxd* gene. The 480 bp deleted by the CRISPR/Cas9 system is shown in the gray box. (*Pxd_i1_del*). (*G*) Quantification and representative images of the wing mutant phenotypes induced by *Pxd_i1_del* (two-sided chi-square test, ***P < 0.001). (*H*) Expression level of the *Pxd* and *CG8907* genes in the WD and PW of *Pxd_i1_del* and control (*nos-Cas9*) flies analyzed by RT-qPCR. The plot shows the averaged log2 fold change normalized to control flies and error bars represent the SEM from six biological replicates for the WD and three for the PW. Significance was calculated using the unpaired *t* test (*P < 0.05 and **P < 0.01).

Among the candidate genes, the receptor tyrosine kinase gene *Cad96Ca* was consistently downregulated in the WD and PW of Mix nonassimilated in both selection experiments and in a single experiment for Mix assimilated (*SI Appendix*, Fig. S5 *C* and *G*), with expression reduced close to the fold change cut-off for significance in the second experiments. We confirmed *Cad96Ca* downregulation in both experiments in the wing discs of Mix assimilated lines by RT-qPCR (*SI Appendix*, Fig. S5*D*). Since *Cad96Ca* as well as most other candidate genes were downregulated (with the exception of *CG4250*), we performed gene knockdowns of these genes in the wings to test their function. Among the common candidate genes for both selection lines, knockdowns of *Cad96Ca*, *CG4250*, and *Pxd* resulted in EV phenotypes or, in the case of *Pxd*, even more severe wing mutant phenotypes (Fig. 2 *B* and *D*). Knockdown of the *tx* gene resulted in pupal lethality. As for the Mix assimilated specific candidate genes, knockdown of *CG5144* caused a significant increase in EV, while *Vajk1* led to severe wing deformities (Fig. 2 *B* and *D*). Among the specific candidate genes in Mix nonassimilated, *CG8907*, *Cyp9c1*, and *kibra* resulted in significant induction of EV (Fig. 2 *B* and *D*). Since *CG4250* was found upregulated, we also analyzed its overexpression in the wing and found that it led to a significant induction of EV over control flies (Fig. 2 *C* and *E*). Remarkably, the wing positions from which the extra veins arise in the gene knockdowns are very similar to the EV phenotypes in the Mix selection lines (Fig. 1*H*), confirming that changes in their expression contribute to EV evolution in these lines. Nevertheless, the EV phenotypes in the Mix selection lines are stronger than in each individual gene knockdown, suggesting that the EV phenotype in these lines results from the combined effect of the changes in the expression of multiple genes.

### Loss of *cis*-Regulatory Element Activity Contributes to EV Evolution.

The changes in gene expression underlying EV evolution suggest that *cis*-regulatory elements controlling the expression of the candidate genes may have gained or lost activity in the Mix selection lines. To identify these changes, we performed CUT&RUN assays to analyze the differential distribution of the active enhancer mark H3K27ac between the selection lines (35). The overall genome-wide enrichment of H3K27ac is remarkably similar between lines (*SI Appendix*, Fig. S6 *A* and *B*), yet we found 24 differentially enriched H3K27ac peaks in Mix assimilated and 35 in nonassimilated compared to control flies (*SI Appendix*, Fig. S6*C* and Dataset S2). These peaks were associated with the closest gene transcription starting site within a 10 kilobase window. We focused on those genes that are both associated with the differential H3K27ac peaks and that are consistently differentially expressed between the two selection experiments for each selection line. In Mix assimilated flies, the downregulation of the *SK* gene correlates with the loss of an H3K27ac peak close to its promoter (*SI Appendix*, Fig. S6*D*). In Mix nonassimilated flies, downregulation of the *Pxd*, *Ect3*, and *CG31262* genes correlated with a loss of H3K27ac peaks at these loci (Fig. 2*F* and *SI Appendix*, Fig. S6 *E* and *F*).

The *SK* gene encodes a subunit of a potassium channel, and the *Ect3* gene is predicted to be involved in carbohydrate metabolism. We performed knockdowns of these genes in the wing, but we observed no wing phenotypes (*SI Appendix*, Fig. S6*G*), suggesting that they are unlikely to be associated with EV evolution in the respective flies where they were found to be downregulated. On the other hand, the *Pxd* gene was downregulated in both Mix assimilated and nonassimilated lines and is located in the genome next to another candidate gene, *CG8907*, which was downregulated in Mix nonassimilated flies only. Both *Pxd* and *CG8907* were shown to be involved in EV assimilation in these flies, as their wing knockdowns resulted in EV and wing mutant phenotypes (Fig. 2 *B* and *D*). We hypothesized that the DNA sequences overlapping the H3K27ac peak in the first intron of the *Pxd* gene may act as *cis*-regulatory signals controlling the expression of the *Pxd* and/or *CG8907* genes and may have evolved exclusively in Mix nonassimilated flies, leading to the downregulation of these genes in the wings. To test this hypothesis, we performed a CRISPR/Cas9 targeted deletion of a 480 bp region overlapping the H3K27ac peak in the first intron of *Pxd* (*Pxd_i1_deletion*, Fig. 2*F*). The deletion resulted in a significant induction of wing mutant phenotypes such as mild EV and other wing shape mutant phenotypes (Fig. 2*G*). Remarkably, the wing regions from which the extra veins are induced by the deletion are very similar to the positions of the EV in the Mix selection lines (Fig. 1*H*). We then analyzed whether the deletion caused changes in the expression levels of the *Pxd* and *CG8907* genes in the wings. We found that the deletion did not alter the expression levels of the *Pxd* gene, but significantly decreased the levels of *CG8907* in both the wing discs and pupal wing (Fig. 2*H*). This suggests that there may be an enhancer in this DNA sequence that controls *CG8907* expression in wing discs and pupal wings and has lost its function, contributing to EV evolution, in Mix nonassimilated flies. Sequence analysis in this region did not identify any *cis*-mutations exclusively associated with the Mix nonassimilated lines, suggesting that the loss of *CG8907* enhancer activity might be caused by changes in the function of *trans*-acting factors acting via this element (*SI Appendix*, Fig. S7).

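The differential H3K27ac peak listed in Dataset S2 spans 869 bp of chromosome 3R of dm6, from 17016237 to 17017105. It lies in the first intron of 2 of the 3 annotated transcripts of Pxd (FBgn0004577, 17014576 to 17027987, plus strand). CG8907 (FBgn0038466) ends upstream of it at 17012533. The paper's guide sequences match chromosome 3R once each, and their cut sites enclose 476 bp, from 17016626 to 17017101. The tables of the Mix pools list 7 sites within the peak, all of them inside the segment between the cut sites. None of the 7 passed the adjusted threshold in any control, assimilated or nonassimilated pool of either experiment. Complete loss of the rarer allele was not enough to pass. At position 17016775 the alternative allele fell from 37.3% in P0 to 0% in both selection lines of experiment 2. Fisher's exact test gave an adjusted p of 0.0011 in assimilated and 0.741 in nonassimilated flies. The lack of sites past this threshold therefore does not show that frequencies stayed the same. At an unadjusted Fisher p-value below 0.05, 3 of 3 listed sites passed in the nonassimilated pool of experiment 1 and 5 of 5 in that of experiment 2. In assimilated flies 5 of 5 sites passed in experiment 1 and 4 of 5 in experiment 2, and in control flies 1 of 5 and 6 of 7. The 3 sites that passed in both nonassimilated pools all passed in at least 1 other pool too, so that 0 sites were exclusive to the nonassimilated lines. At position 17016976 the alternative allele rose from 73.9% in P0 to 100% in nonassimilated flies of experiment 1 (Fisher's exact p = 8.8e-10, adjusted p = 0.00106), with 92.7% in assimilated flies. In experiment 2 it rose from 81.7% to 100% in nonassimilated flies and to 98.7% in control flies. A site that is not listed in a table was not tested in that pool, and structural variants are not in the tables. With 5 kb added on each side of the peak, 63 sites were listed. At an unadjusted Fisher p-value below 0.05, 31 of them passed in both nonassimilated pools, and 0 were exclusive to these pools. At the adjusted threshold 7 passed in both nonassimilated pools, and 3 of the 7 passed in no control or assimilated pool.

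**Figure D3:**
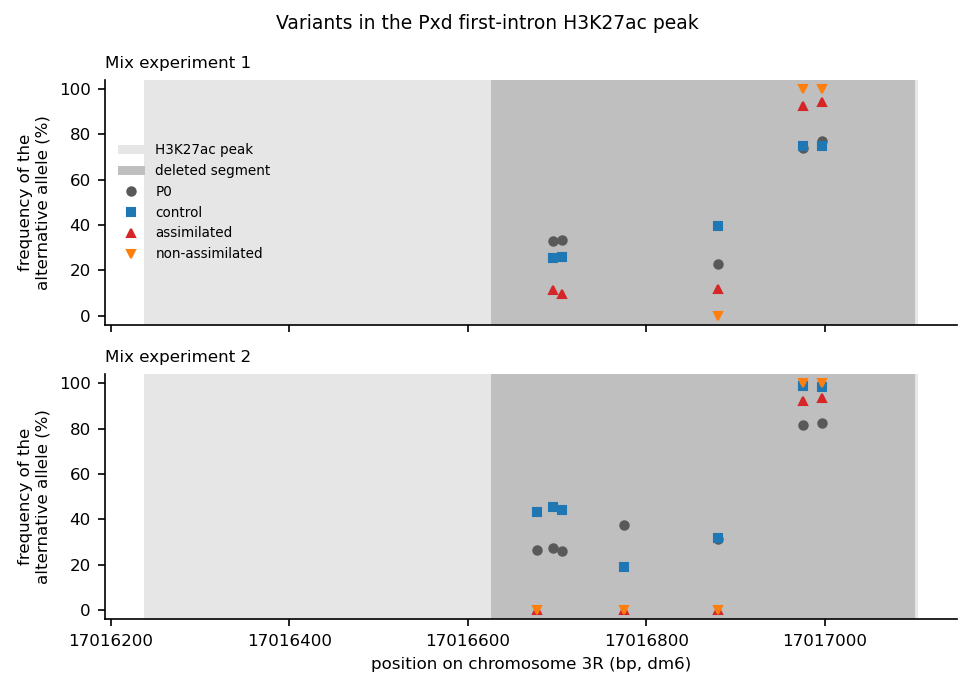
Frequency of the alternative allele (%) at the 7 listed sites in the H3K27ac peak of Pxd, by position on chromosome 3R, in the P0, control, assimilated and nonassimilated Mix pools of experiment 1 (top) and experiment 2 (bottom). Light grey marks the peak and dark grey the segment between the cut sites; each point is 1 pool, and a missing point means that the site is not listed for that pool.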

### The Evolution of EV in the D907 Selection Lines Is Explained by Changes in the Expression of a Few Shared Genes.

We performed transcriptomic analysis in wing discs and pupal wings of the D907 selection lines to identify putative genes involved in EV evolution. In contrast to the Mix lines, we found a small number of differentially expressed genes (DEGs) for assimilated and nonassimilated lines relative to the control in WD and PW (Fig. 3*A*, *SI Appendix*, Fig. S8*A*, and Dataset S3). The *Cad96Ca* gene, which was downregulated in the wing discs of all Mix selection lines, was also found to be downregulated in the wing discs of both D907 selection lines. *Cad96Ca* knockdown in the wing disc induced EV arising near the L2 and L5 veins, which are remarkably similar to the EV phenotypes of the D907 selection lines (Fig. 3*B*). These results position the downregulation of the *Cad96Ca* gene as a major player in the evolution of the EV trait in both the Mix and D907 selection lines. Another candidate is the *Hsp83* gene, which was downregulated in the pupal wings of D907 assimilated flies. *Hsp83* also showed lower levels in D907 nonassimilated flies, although not significantly different from the control in RNA sequencing analysis, and we confirmed its downregulation in both D907 assimilated and nonassimilated flies by RT-qPCR (*SI Appendix*, Fig. S8*B*). Interestingly, *Hsp83* dysfunction using the loss-of-function allele *Hsp83^e6A^* (36) in heterozygotes caused EV phenotypes and knockdown in the wing disc resulted in deformed wings in females (Fig. 3*B*) and lethality in males, confirming its function in wing development.

**Fig. 3.**
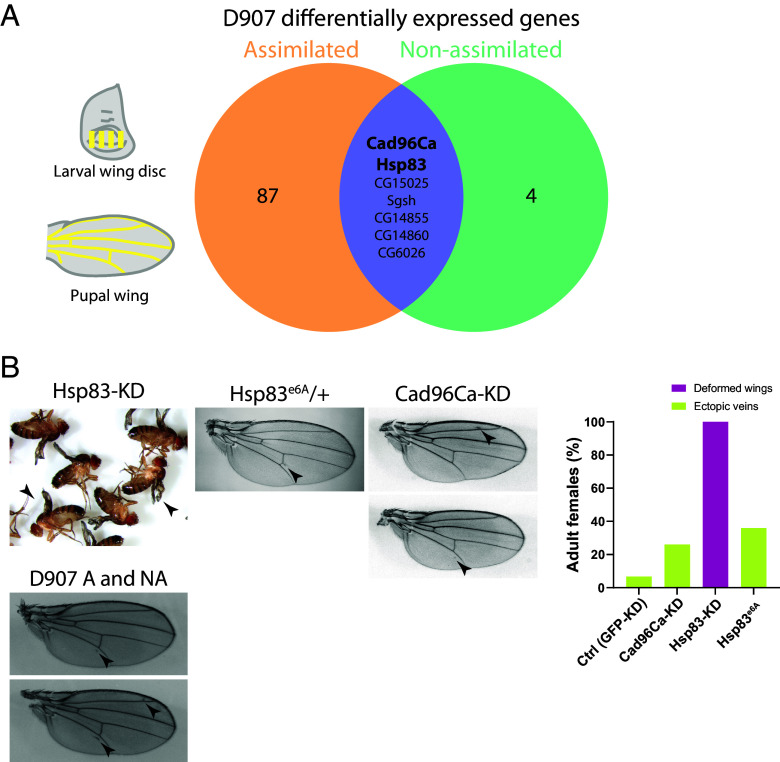
Downregulation of Cad96Ca and Hsp83 genes underlie the evolution of EV in D907 selection lines. (*A*) Overlap of differentially expressed genes in D907 assimilated and nonassimilated lines in WD and PW. *Cad96Ca* and *Hsp83* are downregulated in WD and PWs respectively in both selection lines. (*B*) Functional characterization of the *Hsp83* and *Cad96Ca* candidate genes by knockdown in the wing using the *A9-GAL4* driver (Hsp83-KD) and *nub-GAL4* (Cad96Ca-KD) and the null allele *Hsp83e6A* in heterozygous flies. Representative images of the phenotypes are shown together with the EV in D907 assimilated (A) and nonassimilated (NA) lines.

### A Large Chromosomal Inversion Could Maintain the Genetic Variation Associated with the EV Evolution in the D907 Inbred Population.

The strong response to selection in the D907 inbred line was unexpected (37), given the low genetic variation typically found in highly inbred lines. To investigate this, we extended our Pool-seq experiments to the D907 and D208 lines and calculated heterozygosity rates as a proxy for genetic diversity. 

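D907 is an inbred line in which the ectopic vein trait was assimilated. Its P0, control, assimilated and nonassimilated populations were each sequenced as 1 pool of 100 adult females. The tables have the form of the Mix tables and list 794513 sites for the control pool, 756078 for the assimilated pool and 765469 for the nonassimilated pool, each beside P0. The median depth over listed sites was 87 reads in P0, 84 in control, 86 in assimilated and 85 in nonassimilated flies, and the paper's average depths over the genome are 92.3, 89.2, 92.0 and 90.7. The same test and threshold were applied to D907. At 72.0% of the sites of the control table, only the alternative allele was read in both pools, as happens where D907 differs from the reference genome and does not vary. The pool of D208 flies was not analysed here. As a measure of genetic diversity, 2pq was averaged over the sites of each pool, with a 95% interval from a jackknife over blocks of 1 Mb. Mean 2pq was 0.0958 in P0 (0.0696 to 0.122), 0.0813 in control (0.0594 to 0.103), 0.0300 in assimilated (0.02 to 0.0400) and 0.0406 in nonassimilated flies (0.0268 to 0.0544). On 3R it was 0.277 in P0, 0.231 in control, 0.0438 in assimilated and 0.0873 in nonassimilated flies, while on the other arms of P0 it stayed between 0.00877 and 0.0264. Sites with reads of both alleles made up 1.49 per 1000 bases of the reference genome in P0, 1.42 in control, 0.530 in assimilated and 0.699 in nonassimilated flies. The paper's heterozygosity rates per 1000 bases, with SNPs and InDels added, are 1.67, 1.63, 0.567 and 0.756.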

The D907 ancestral (P0) line had 3.9 times higher standing genetic variation than D208 (averaged across SNPs and InDels frequencies) (*SI Appendix*, Fig. S9*A*). This higher genetic variance might contribute to the successful assimilation of the EV trait only in D907, but not in D208, flies. Notably, most of the mutations with significant changes in frequency in D907 assimilated and nonassimilated flies compared to P0 flies were concentrated within a ~14 Mb region on chromosome 3R, extending from the mid-arm to the subtelomeric region (Fig. 4*A*). This region showed no significant mutations in control flies, indicating that the frequency changes were driven by positive selection rather than genetic drift.

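In D907 assimilated flies 33122 sites changed against P0, and in nonassimilated flies 14093. Of these, 32903 (99.3%) and 13868 (98.4%) lay on chromosome arm 3R. Between the breakpoints of In(3R)C given in the paper, 20.3 and 32 Mb, lay 13295 changed sites of assimilated flies, 40.1% of their total (Wilson 95% interval 39.6% to 40.7%), and 10894 of nonassimilated flies, 77.3% (76.6% to 78.0%). From 18 to 32 Mb lay 15933 (48.1%) and 13294 (94.3%). The intervals treat sites as independent, which linked sites are not. Nearer the centromere than 18 Mb, 16969 sites (51.2%) of assimilated flies and 572 (4.06%) of nonassimilated flies had changed. Of the alternatives set beforehand for it, the share between 20.3 and 32 Mb moved most with effective read counts for a pool of 200 chromosomes in assimilated flies, to 2.27%, and with the control pool in place of P0 in nonassimilated flies, to 13.2%. In bins of the averaged negative logarithm of the adjusted p-value, chosen after seeing the data, it was 1.47% of 341 bins in assimilated flies and 20.0% of 5 bins in nonassimilated flies. By the q-values of the authors' deposited tables the shares there were 61.4% and 78.8%. Fixation was followed at sites with both alleles at a frequency of at least 0.1 in P0. From 17.6 to 32.1 Mb, 98.2% of 76408 such sites were fixed in assimilated and 98.1% in nonassimilated flies. From 9.5 to 15.4 Mb, 97.6% of 19217 such sites were fixed in assimilated flies and 2.55% in nonassimilated flies. At the sites fixed in that second block, the allele lost from assimilated flies had a mean frequency of 47.9% in P0 and 37.4% in nonassimilated flies (SD over sites 7.63% and 15.2%).

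**Figure D4:**
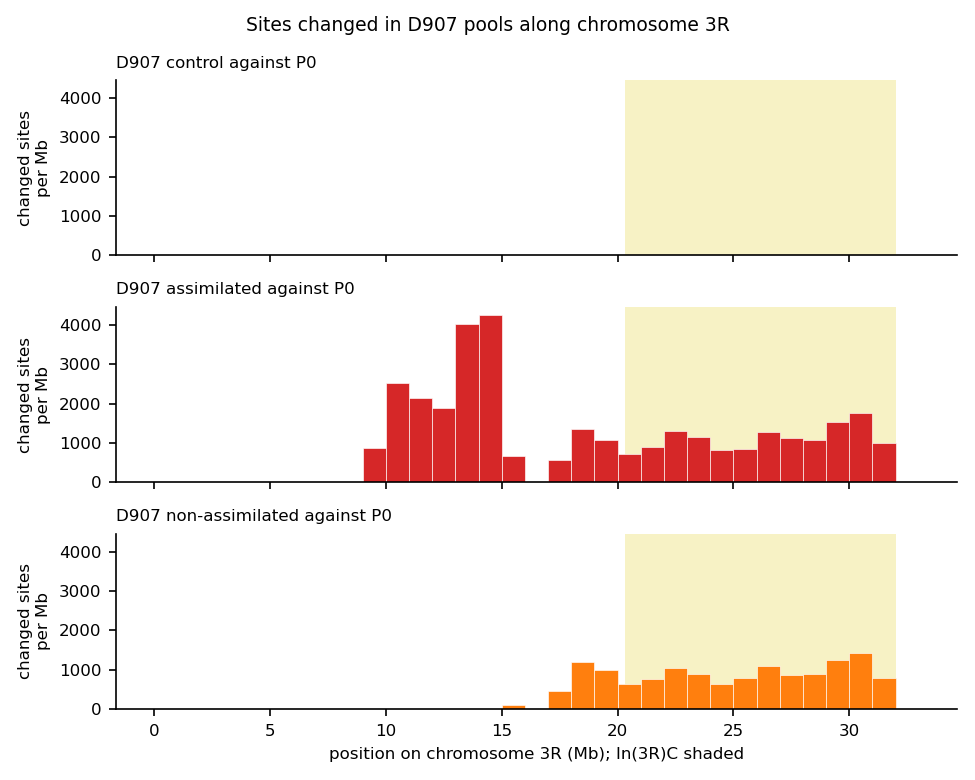
Number of changed sites per Mb of chromosome 3R in D907 control (top), assimilated (middle) and nonassimilated (bottom) pools against P0. The shaded span is In(3R)C, and the highest bars are those of assimilated flies between 10 and 15 Mb.

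**Figure D5:**
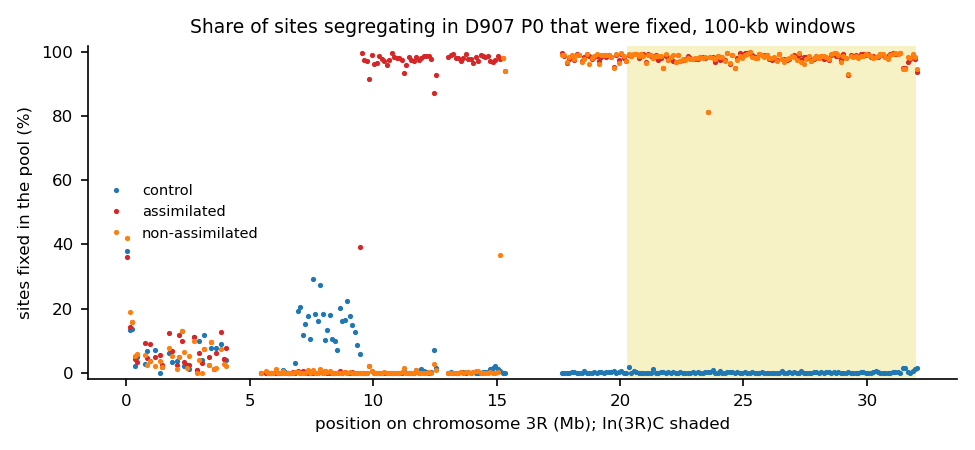
Percent of sites segregating in D907 P0 that were fixed in each derived pool, in windows of 100 kb along chromosome 3R with at least 50 such sites. Assimilated and nonassimilated points lie together above 80% from 17.6 Mb onward, and assimilated points do so from 9.5 to 15.4 Mb, where most nonassimilated points lie below 20%.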

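In D907 control flies 301 sites changed against P0 among 794513 tested, and 56 of them lay on 3R. From 18 to 32 Mb of 3R, 6 of 143254 tested sites had changed, and between the In(3R)C breakpoints 5 of 118391. Nearer the centromere on 3R, 50 sites had changed. At a median depth of 91 reads in P0 and 87 in control, the complete loss of an allele with a P0 frequency of 0.3 gives an adjusted Fisher's exact p-value of 0.00145, which does not pass the threshold. From a P0 frequency of 0.5, an allele had to fall below 0.0575 to pass. At this depth a smaller fall of frequency in control flies was therefore not detectable site by site. Of the sites from 21 to 31 Mb with an allele that segregated in P0 and was absent from both selection lines, 1 of 20921 passed the threshold in control flies, 2928 in assimilated and 2239 in nonassimilated flies. These sites were chosen for complete loss in the selection lines, so the contrast with control flies was fixed in advance. In the selection lines the counts show only how few complete losses pass the threshold. With 1 control population, the spread between control populations is not known. From the absence of significant mutations in control flies in this region, the paper concludes that positive selection, not genetic drift, drove the frequency changes in the selection lines.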

**Fig. 4.**
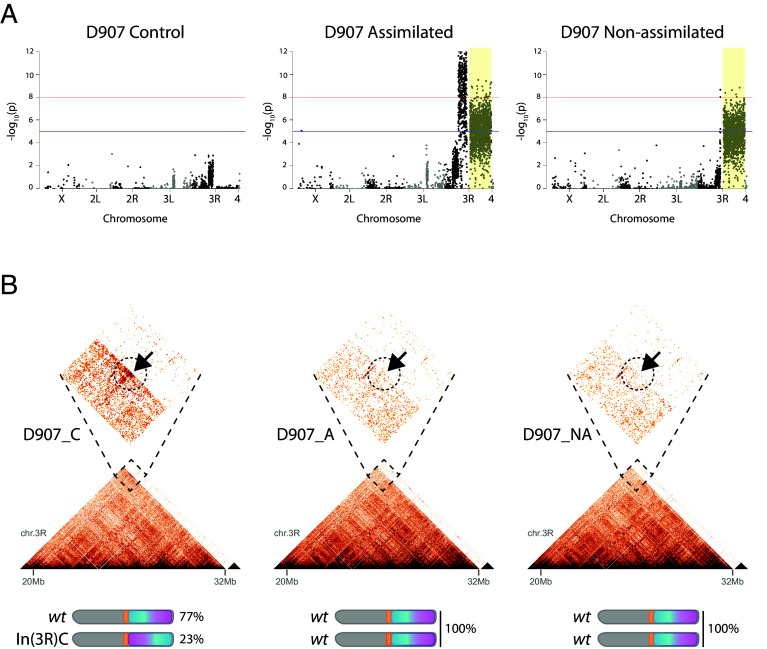
A large chromosomal inversion maintains the genetic variation associated with the EV evolution in the D907 selection lines. (*A*) Manhattan plots showing the genome-wide allele associations from the Pool-seq analysis in D907 control, assimilated, and nonassimilated lines relative to the ancestral population (P0). Yellow shading marks the position of the chromosome 3R spanned by the chromosomal inversion *In(3R)C*. Significant changes in variant frequencies were calculated using a Fisher test with Bonferroni’s correction for multiple comparisons [blue line: *P*-value = −log_10_(1e^−5^); red line: *P*-value = −log_10_(1e^−8^)]. (*B*) Hi-C maps in D907 control (C), assimilated (A), and nonassimilated (NA) flies, centered on the region spanned by the chromosomal inversion *In(3R)C* (chr3R: ~20.3 to 32 Mb). Dashed line boxes show magnifications of the breakpoint site interaction. Cartoons show the estimated frequency of each chromosomal variant in each population.

Genetic variation can accumulate in DNA sequences spanned by large chromosomal inversions because homologous recombination during meiosis is greatly reduced, impairing genetic homogenization in this region (38). We therefore hypothesized that this pattern of linked mutations, spanning several megabases of the genome may be the consequence of selection for a large chromosomal inversion. In this scenario, mutations would be inherited as haplotypes due to limited recombination with the noninverted chromosome. Interestingly, the paracentric chromosomal inversion *In(3R)C*, which is rarely found in wild cosmopolitan fly populations (39), overlaps with this region. *In(3R)C* was recently mapped by Hi-C assays, identifying the chromosome-proximal breakpoint site at the 20.3 Mb and the subtelomeric breakpoint site at ~32 Mb of chromosome 3R (40). Therefore, we performed Hi-C experiments in the D907 lines to analyze whether *In(3R)C* was present in these populations. We found a significant enrichment of the interaction frequency at the breakpoint site for *In(3R)C* at 20.3 Mb in chromosome 3R in D907 control flies, which is absent in D907 assimilated and nonassimilated flies (Fig. 4*B*). This result suggests that *In(3R)C* segregated in the ancestral D907 population and was counterselected, resulting in fixation of the standard chromosomal variant in D907 assimilated and nonassimilated lines. 

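In the part of chromosome 3R from 21 to 31 Mb, the tables list 20921 sites in all 4 D907 pools at which 1 allele segregated in P0 and had no read in either selection line. The mean frequency of these alleles was 30.3% ± 5.66 in P0 and 22.7% ± 5.29 in control flies (SD over sites). Treating the mean as the share of a pool of 200 chromosomes, the Wilson 95% intervals are 24.5% to 37.2% and 17.3% to 28.8%. These intervals overlap, but the difference itself was not tested. A fall from P0 to control flies beyond the sampling of the pools is therefore neither shown nor excluded. The median depth at these sites was 93 reads in P0 and 89 in control flies. With the bounds, the depth limit, the median and the mean of 100-kb windows as alternatives, the estimates stayed between 30.2% and 30.4% in P0 and between 22.6% and 22.8% in control flies. Another 20898 sites of this region are listed in the control table and in neither table of the selection lines, with mean frequencies of 31.9% and 24.9%.

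**Figure D6:**
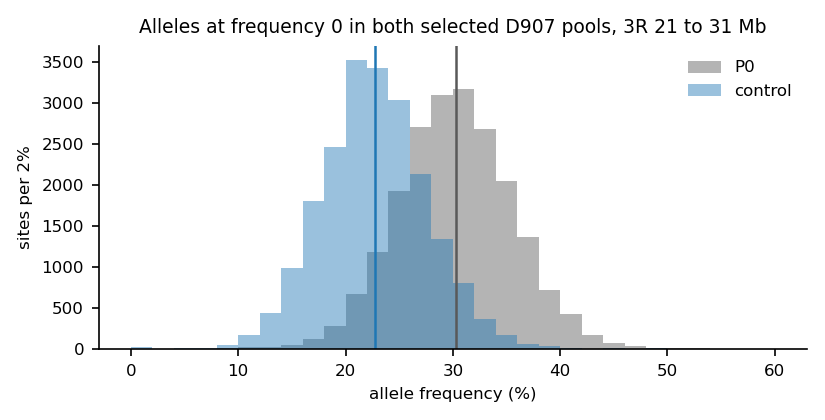
Number of sites per step of 2% allele frequency in D907 P0 (grey) and control flies (blue), for alleles on 3R from 21 to 31 Mb that had no read in assimilated or nonassimilated flies. Vertical lines mark the means, 30.3% in P0 and 22.7% in control flies.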

We estimated the frequency of *In(3R)C* in the D907 control and ancestral populations (23% and 30%, respectively) using as a proxy the average frequency of mutations that were counterselected (frequency = 0) in D907 A and NA in the region of chromosome 3R covered by the inversion (Fig. 4*B* and *SI Appendix*, Fig. S9 *B* and *C*).

### Segregating Transposable Element Variation, Rather than De Novo Variation Induced by Heat Shock, Contributes to the Evolution of EV.

It was previously proposed that transposable elements (TEs) could contribute to the apparent assimilation of an acquired character by providing de novo genetic variation induced by heat shock (8). We tested whether this phenomenon, or the selection of segregating TEs already present in the ancestral population, might contribute to EV evolution in the Mix and D907 selection lines. To this end, we used the Pool-seq data to annotate the TE insertions in the genomes of the ancestral and derived populations. There are equivalent numbers of total TEs (Fig. 5*A*) and de novo TE insertions (TE mobilizations) (Fig. 5*B*) in the genome of the D907 and Mix assimilated lines compared to the other populations. We reasoned that if heat shock-induced de novo TE insertions contributed to EV evolution, they would be positively selected in the assimilated selection lines. However, we identified no high-frequency (>0.5) de novo TE insertions in the assimilated D907 or Mix lines and only a few at lower frequencies (>0.1): five insertions in D907 A, two in Mix A Exp.1, and one in Mix A Exp.2 (Fig. 5*C*). Notably, none of these TEs were inserted in coding regions or associated with genes exhibiting differential expression in the corresponding lines (Dataset S4 A and B). While we cannot entirely rule out the possibility of cumulative, very low-frequency TE effects, our data strongly suggest that HS-induced TE mobilization was not a major driver of EV evolution in the assimilated lines.

**Fig. 5.**
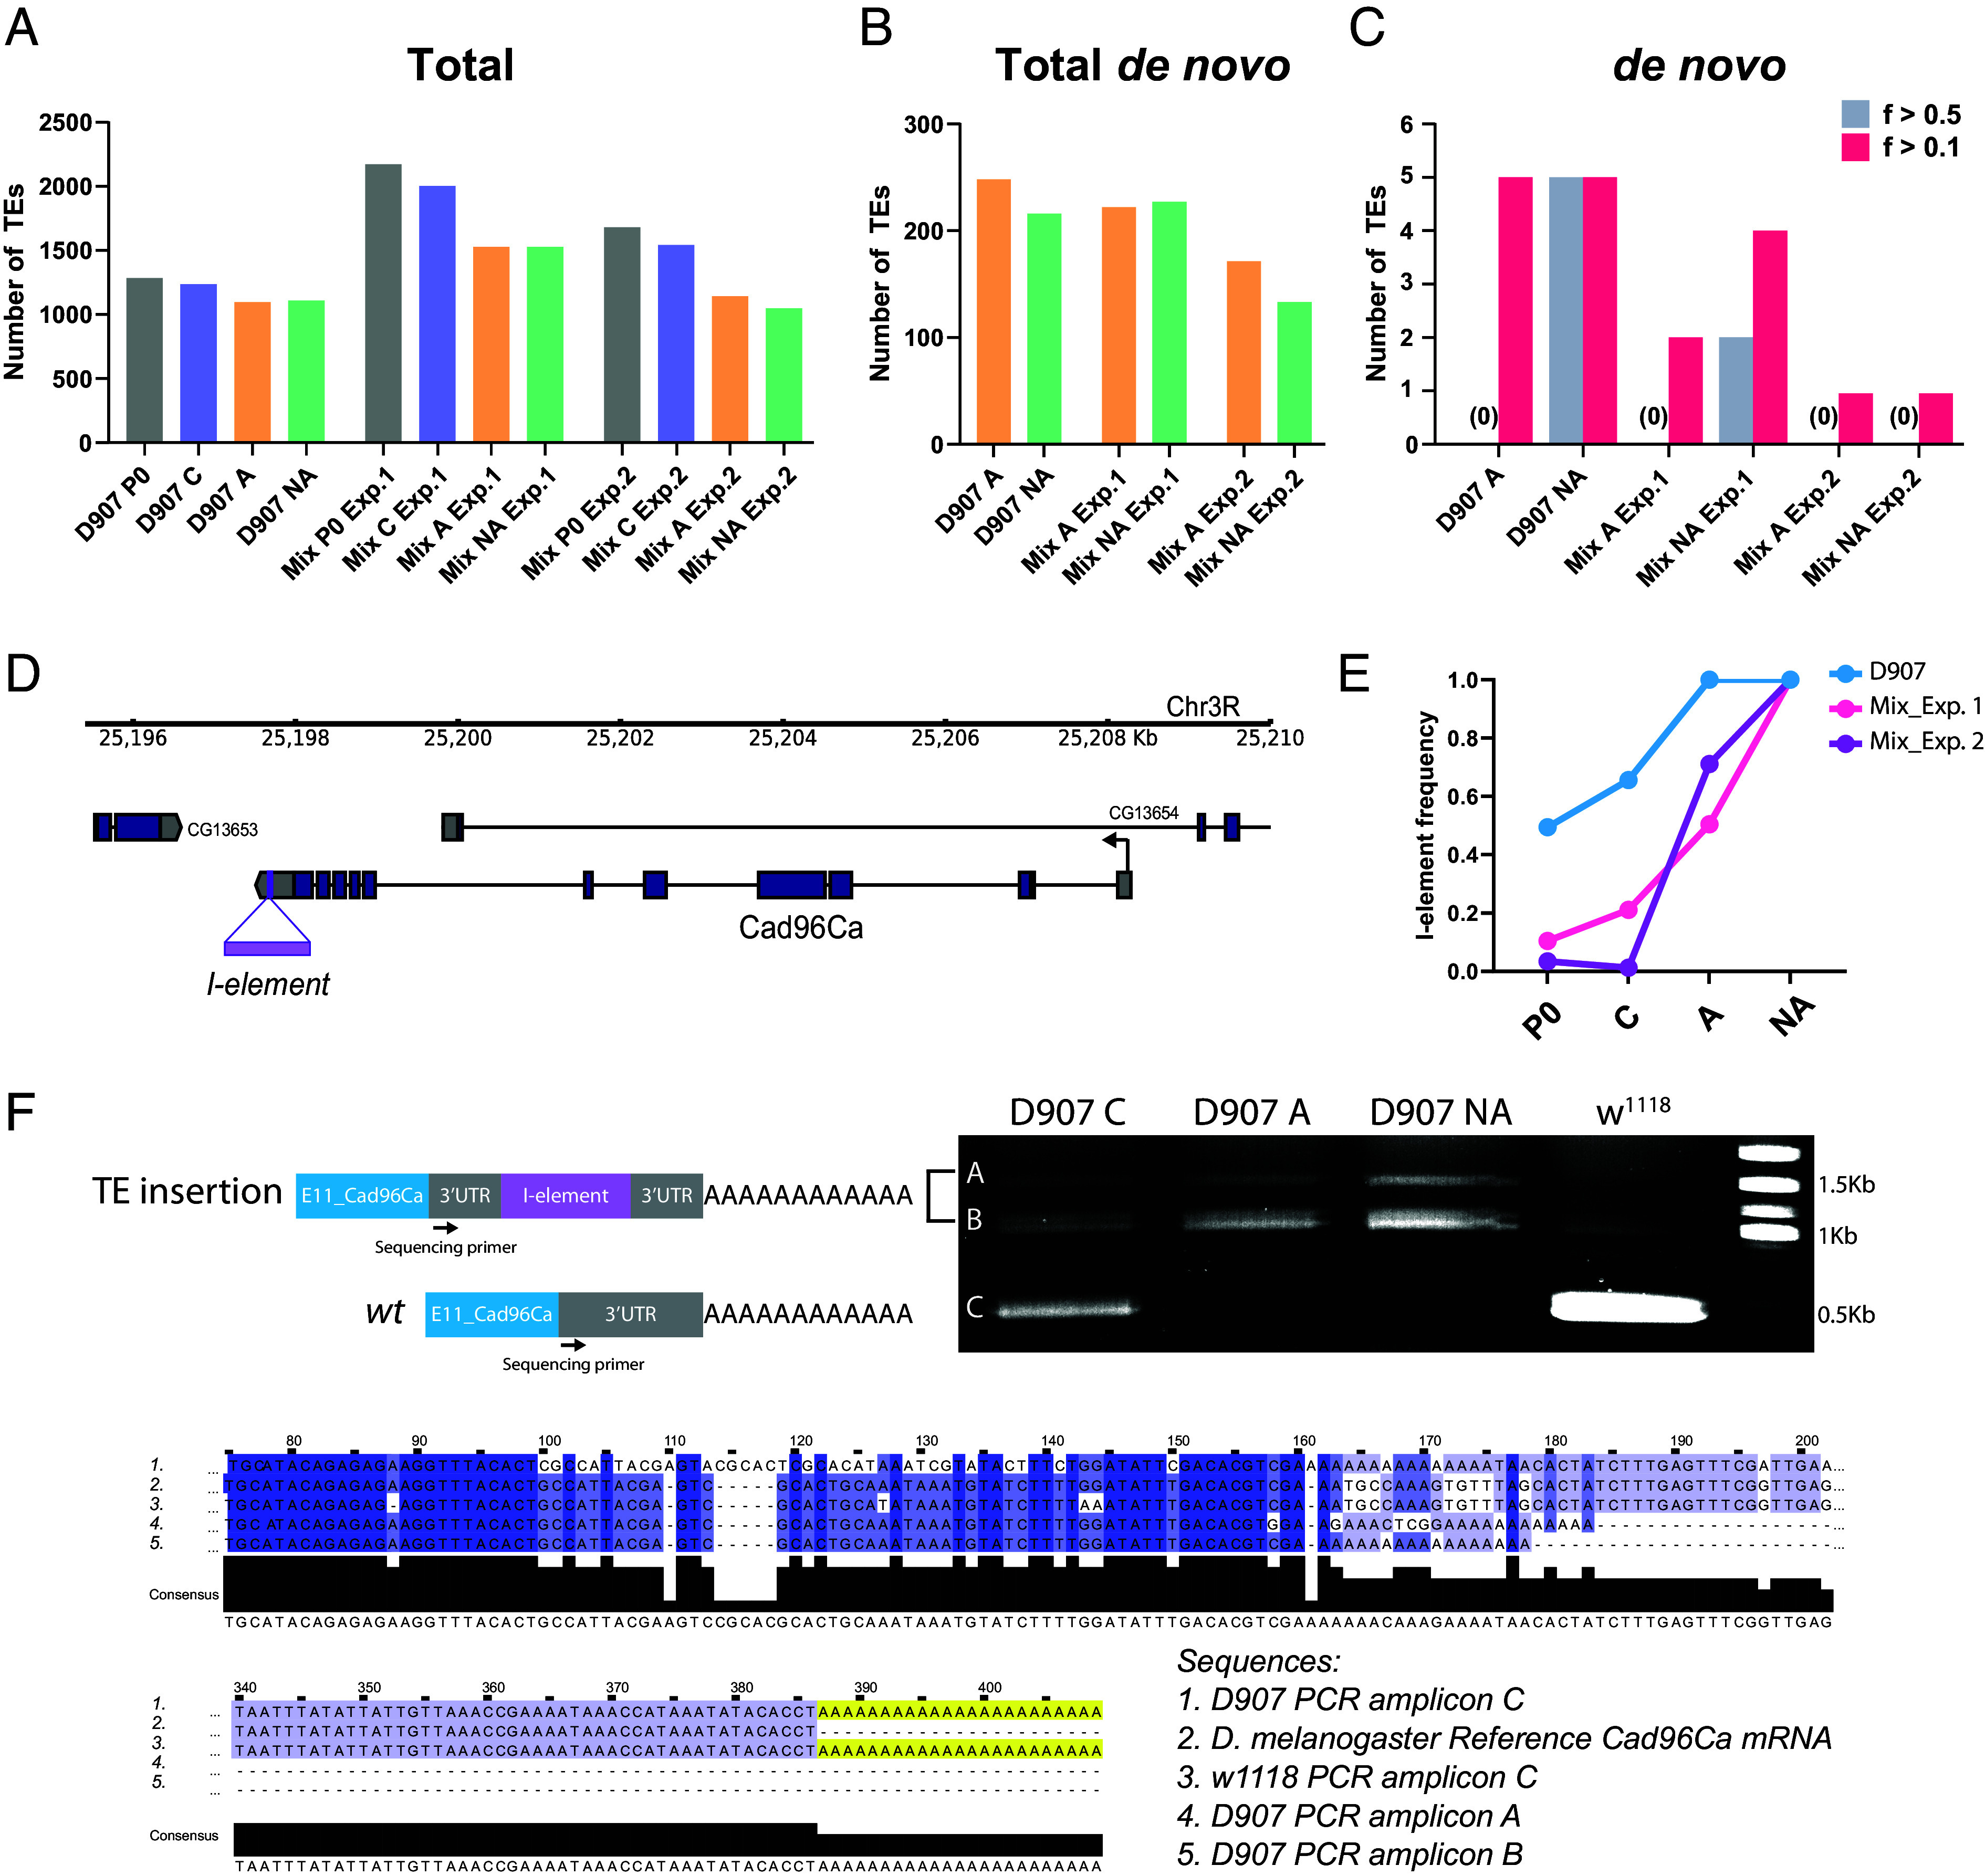
Segregating transposable element variation contributes to the evolution of EV in D907 and Mix selection lines. (*A*) Total number of TE insertions mapped to the genome of the Mix and D907 ancestral (P0) and derived (C: control; A: assimilated; NA: nonassimilated) populations. (*B*) Number of de novo TE insertions mapped to the genome of the Mix and D907 lines. (*C*) Number of de novo TE insertions with a frequency greater than 0.5 or 0.1 mapped to the genome of the Mix and D907 lines. (*D*) Scheme of the *Cad96Ca* locus showing the *I-element* insertion mapped to the 3′UTR. (*E*) *I-element* frequency in D907 and Mix lines. Frequencies were estimated using TEMP2. Significant frequency changes were calculated by applying Fisher’s exact test. (*F*) Agarose gel electrophoresis resolution of 3′RACE-PCR amplicons specific for *Cad96Ca* mRNA isoforms in *w1118* (*wild type*), D907 control (C), assimilated (A), and nonassimilated (NA). Clustal Omega multiple sequence alignment of the DNA amplification products (A, B, and C bands in gel) and the *Drosophila melanogaster Cad96Ca* reference mRNA sequence (NCBI RefSeq database: NM_143092.3). The black arrow in cartoons illustrates the position of the sequencing primer specific for the *Cad96Ca* 3′UTR.

We then investigated whether preexisting TEs already segregating in the ancestral populations were selected or counterselected and contributed to the evolution of EV in the Mix and D907 selection lines. We searched for TEs that had significantly changed in frequency in the selected lines compared to the parental and control populations. We analyzed the overlap between the significantly TE-associated genes and the candidate genes identified in the transcriptome analysis for each selection line (Dataset S4 C and D). Across all selection lines, we identified 13 TEs with significant frequency changes whose closest gene was a candidate gene with altered expression in the respective selection line. However, none of these TEs overlapped H3K27ac peaks from our CUT&RUN data in the Mix lines, suggesting no involvement of these TEs in modifying expression by altering enhancer function. Notably, among these TEs, we identified an *I-element* family TE inserted into the 3′UTR of the *Cad96Ca* gene (*Cad96Ca^[I-element]^*), which was significantly associated with all selected lines (Fig. 5*D*). *Cad96Ca^[I-element]^* was present at intermediate penetrance in the D907, and at much lower frequency in the Mix parental and control populations. Remarkably, it increased significantly in frequency in all D907 and Mix assimilated and nonassimilated selections, showing a strong signature of selection in all EV selection lines (Fig. 5*E*). This signature of selection of *Cad96Ca^[I-element]^* correlated with the downregulation of *Cad96Ca* in all D907 and Mix selection lines, strongly suggesting that the *I-element* insertion may play a role in the downregulation of *Cad96Ca*.

Transposable elements inserted in euchromatic regions can affect the expression of nearby genes by the spreading of repressive heterochromatin marks (H3K9me3) (41) or by posttranscriptional mechanisms (42). We performed genome-wide analysis of H3K9me3 enrichment using CUT&RUN assays in the wing discs of D907 lines, where *Cad96Ca* is downregulated in both assimilated and nonassimilated selections (*SI Appendix*, Fig. S10*A*). Our results showed no differential H3K9me3 enrichment at the *Cad96Ca* locus in any D907 lines, with enrichment consistently at background levels. In contrast, the heterochromatic gene *cta* exhibited robust H3K9me3 enrichment across all lines, validating the reliability of our CUT&RUN assays (*SI Appendix*, Fig. S10*B*). This suggests that the *I-element* insertion does not affect *Cad96Ca* expression by altering the chromatin landscape at this locus. We then performed Rapid Amplification of cDNA Ends at the 3′ end (3′ RACE) PCR amplification specific for the *Cad96Ca* mRNA in the wing discs of D907 lines. We found three different mRNA isoforms of *Cad96Ca* in D907 control flies, of which the shorter one (Fig. 5*F*, band C in the gel) corresponds to the *wild type* isoform and two larger ones (Fig. 5*F*, bands A and B, respectively) correspond to isoforms containing the *I-element*. In D907 assimilated and nonassimilated flies, the *wild type* isoform of *Cad96Ca* mRNA was replaced by the larger isoforms containing the *I-element* in their 3′UTR (Fig. 5*F*). Taken together, these results suggest that *Cad96Ca^[I-element]^* has been selected in D907 and Mix assimilated and nonassimilated selection lines and may contribute to dampening *Cad96Ca* expression by altering the 3′UTR mRNA composition, leading to its destabilization by a TE-dependent posttranscriptional mechanism (42).

## Discussion

Despite decades of empirical evidence for genetic assimilation, its role in evolution remains a subject of debate, largely because its mechanistic basis is unclear (13, 20, 21). It is generally assumed that genetic assimilation is contingent on a large amount of standing genetic variation in the initial population, as some inbred laboratory populations of *Drosophila* have failed to exhibit genetic assimilation (3, 4, 24). Here, we demonstrate the assimilation of the EV trait in both an outbred (Mix) and an inbred (D907) fly population characterized by limited initial genetic diversity. Our analysis reveals standing genetic variation explaining EV assimilation in both inbred and outbred populations. The higher level of standing variation in the outbred Mix population leads to a polygenic response to selection, orchestrating changes in the expression of multiple genes. Conversely, when lower levels of standing variation occur in the D907 inbred population, the evolution of EV is driven by the gene expression changes of a few developmental genes.

Common regulatory changes underlie EV evolution in the D907 assimilated and nonassimilated selections, such as the downregulation of the *Cad96Ca* and *Hsp83* genes. This finding suggests that the evolution of the EV trait in these lines is partly due to selection for preexisting regulatory alleles in the ancestral population that are expressed under both stress and normal conditions. Notably, the EV trait was never assimilated in the D208 inbred population, likely due to its significantly lower genetic variation compared to D907, highlighting the greater adaptive potential of the latter. This argues against a prominent role for stress-induced genetic (8) or epigenetic variation (26, 27), suggesting that the role of the environment is irrelevant in this case and highlighting the rarity of genetic assimilation in inbred populations with minimal standing genetic variation (3, 4, 24). However, the strong response to selection in the presence and absence of stress in the D907 line was a striking result, given that D907 is a highly inbred population with minimal expected levels of genetic variability. This result raised two key questions that needed to be addressed: i) What genetic variants underlie the evolution of EV in D907 flies and ii) how is this genetic variation maintained within the inbred D907 fly population?

Downregulation of the *Cad96Ca* gene emerged as a major contributor to the EV evolution in both the D907 and Mix populations. *Cad96Ca* dysfunction was not previously associated with EV phenotypes, but functional analysis confirmed its role in wing vein development, possibly mediated by the *grainy head* pathway (43, 44). We identified a regulatory allele of the *Cad96Ca* gene, a transposable element inserted in its 3′UTR (*Cad96Ca^[I-element]^*), which showed a strong signature of selection in all D907 and Mix selection lines. TE insertions in the 3′UTR of coding genes are associated with reduced levels of gene expression in flies (45), humans, and mice (46), which may be mediated by a posttranscriptional TE silencing mechanism (42). We found that the genetic variation spanning the *Cad96Ca* locus was maintained in the D907 ancestral population by the presence of the large chromosomal inversion *In(3R)C*, probably by preventing genetic homogenization within this chromosomal segment (38). 

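Cad96Ca (FBgn0022800) lies on the minus strand of chromosome 3R of dm6 from 25197571 to 25208283, with its 3′ UTR from 25197571 to 25197978, and thus within the span of In(3R)C. Within the gene and 5 kb on each side, the D907 control table lists 196 sites, of which 170 segregated in P0. The mean frequency of their less common allele in P0 was 30.7% ± 6.14 (SD over sites). In control flies these sites differed from P0 by 8.07 percentage points on average (SD 5.34), and none was fixed or changed. Of the segregating sites listed for the selection lines, 86 of 88 were fixed in assimilated and 89 of 90 in nonassimilated flies, with a mean change of 30.2 percentage points in each. Only 9 sites passed the threshold in each selection line, since few sites with a P0 frequency this low can pass it at a median depth of 86 reads in P0 and 80 to 82 reads in the selection lines. The I-element insertion in the 3′ UTR was not analysed here.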

Notably, In(3R)C, which is a rare inversion found in the wild (39), was likely present in the original wild population from which D907 was derived, as it was observed segregating immediately after the inbreeding process (47). EV selection in both D907 assimilated and nonassimilated lines led to counterselection of *In(3R)C*, resulting in the fixation of *Cad96Ca^[I-element]^* and contributing to EV evolution in these fly populations.

The Mix selection lines have evolved a much stronger EV phenotype compared to the D907 lines, which is explained by multiple gene expression changes in addition to the downregulation of *Cad96Ca*. While some of these gene expression changes are shared between the Mix assimilated and nonassimilated lines, similar to the pattern observed in the D907 lines, others have evolved uniquely within each specific selection, suggesting a more prominent role for the environment in shaping the EV evolution in this case. A prominent example is the exclusive loss of a putative enhancer element controlling *CG8907* expression in the wing discs and pupal wings of Mix nonassimilated flies, together with the different chromosomal contributions to the EV phenotype in each line.

Notably, Bateman observed different allelic contributions between assimilated and nonassimilated selection lines but assumed selection for identical segregating alleles in both cases (4). In contrast, we found that EV evolution involved the fixation of distinct alleles in response to selection with or without stress in the Mix assimilated and nonassimilated lines. 

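Fixation in the Mix pools was compared at sites where both alleles had a frequency of at least 0.1 in P0, with a site called fixed at a frequency of at most 0.02 or at least 0.98. In experiment 1, 41.1% of 872959 such sites were fixed in assimilated and 50.9% in nonassimilated flies. At 215338 sites both lines were fixed, for the same allele at 193292 and for different alleles at 22046, a share of the same allele of 89.8%. A further 143569 sites were fixed in assimilated flies alone and 228641 in nonassimilated flies alone. In experiment 2, 62.0% of 681605 sites were fixed in assimilated and 71.6% in nonassimilated flies, and of 353754 sites fixed in both lines, 45967 were fixed for different alleles and 87.01% for the same allele. Pairing sites of equal P0 frequency at random gave 81.9% for the same allele in experiment 1 and 60.7% in experiment 2. The lines of different experiments that were selected in the same way were fixed for the same allele at 72.7% of shared fixed sites in assimilated and 70.9% in nonassimilated flies, against 70.2% and 61.8% from pairing at random. Linked sites are fixed together, so these shares describe the pools and no test was made on them. Sites absent from the table of a pool are not counted. They may include alleles lost from that pool, but why Mix sites are absent was not tested.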

Certain alleles, such as *Cad96Ca^[I-element]^*, have a significant effect on the EV trait, inducing expression even under nonstressed conditions. EV selection without stress can increase its penetrance, as seen in the nonassimilated lines D907 and Mix. In addition, selection under stress can shape EV evolution by exposing or masking cryptic trait-modifying alleles (5, 23), probably through genotype-by-environment interactions (48). Consequently, trait selection in different environments can drive genetic canalization through alternative developmental pathways, highlighting the evolutionary importance of genetic assimilation even when the trait is partially expressed in the ancestral environment (Fig. 6). Future studies on the stress sensitivity of selected alleles in assimilated and nonassimilated lines will further elucidate the molecular mechanisms underlying EV evolution through genetic assimilation.

**Fig. 6.**
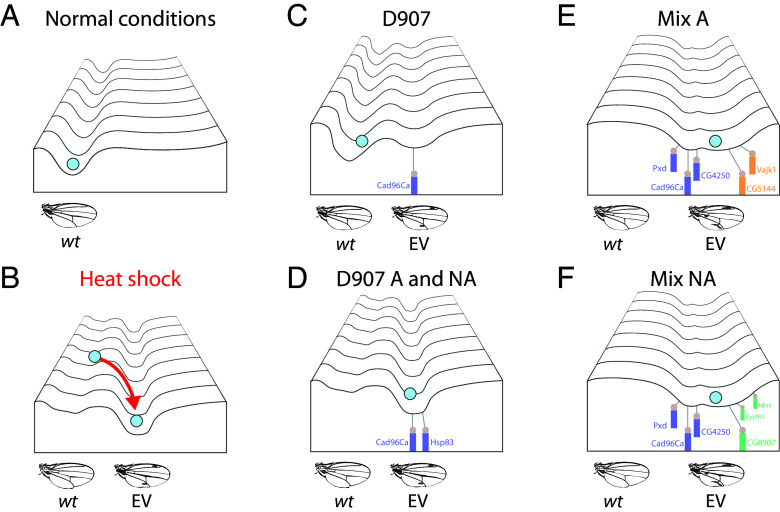
Genetic canalization of the EV trait in inbred and outbred natural fly populations. (*A*) Under normal conditions development is canalized toward the *wild type* wing vein pattern. (*B*) Developmental stress such as heat shock can induce decanalization of normal development leading to the EV phenocopy. (*C*) In D907 flies, development is partially decanalized under normal conditions by expression of the *Cad96Ca^[I-element]^* allele, resulting in EV phenotypes in some individuals of the population. (*D*) Selection for the EV trait in D907 assimilated (A) and nonassimilated (NA) lines resulted in canalization of the trait by downregulation of the *Cad96Ca* and *Hsp83* genes. (*E* and *F*) Mix assimilated (A) and nonassimilated (NA) selection lines canalized the EV trait through a multigenic response. Some alleles were selected in both lines, leading to deregulation of common genes (such as *Cad96Ca*, *CG4250,* and *Pxd*), while other trait modifier alleles were selected exclusively in each line under the alternative selection environment.

## Conclusion

Our study advances the understanding of genetic assimilation by comparing and elucidating the genetic and molecular mechanisms underlying the evolution of the EV phenotype in natural populations, both with and without stress. We identified the key genes, characterized expression changes, and pinpointed selected alleles involved in EV assimilation. Our results support a model in which trait assimilation results from selection on preexisting alleles within the ancestral population, with no evidence for stress-induced genetic variation. Studies in genetically constrained populations showed that genetic variability remains critical for EV evolution, challenging the idea that epigenetic inheritance alone drives trait assimilation in inbred populations. However, distinguishing between epigenetic and genetic contributions in populations with greater genetic variance remains an area for future research.

### Limitations of the Study.

The lack of multiple replicate selection experiments for the D907 population, limits our ability to fully assess variability in response to selection and consistency of gene expression across experiments. Future studies could incorporate multiple biological replicates to deepen the understanding of the robustness and diversity of genetic responses associated with EV assimilation.

## Methods

A summary of the methods is provided here, with extended methods and analyses described in *SI Appendix*.

### Drosophila Strains and Handling.

Flies were reared in standard cornmeal-yeast extract medium at 25 °C. For gene knockdowns, virgin females from GAL4 driver lines were crossed with RNAi lines targeting specific genes, and heterozygous female progeny were scored (Dataset S5).

### Recapitulation of Waddington Selection Experiment Using EV Trait.

We used four inbred DGRP lines (D208, D437, D820, D907) and an outbred population (Mix) derived by mixing 20 mated females from each inbred line and allowing five generations of genetic admixture (final population size ~1,250 flies). The sixth generation (P0) served as the starting population for the first replicate of heat shock and artificial selection experiments, with a second replicate initiated after 21 generations. Pupal heat shock (0 to 27 h after puparium formation) was conducted at 40 °C for 4 h, a period sensitive to EV phenocopy induction but resistant to pupal lethality (2) (*SI Appendix*, Fig. S1*A*). After heat shock, flies developed at 25 °C, and adults were scored for EV phenocopies during the first 2 d postemergence, focusing on females to avoid sex-related variability. Control lines were maintained under standard conditions (25 °C) without selection. Nonassimilated selection lines were derived from control populations at matched generations. Scoring details and statistical analyses are provided in Dataset S6. Transcriptomic and Pool-seq analyses were conducted on the final generation of selection experiments, while CUT&RUN and Hi-C assays were performed in subsequent generations, where the EV trait remained stable.

### Imaging of Fly Adult Wings.

Adults were collected and frozen until used. Adult wings were dissected and mounted in a microscope slide with a drop of Euparal mounting medium. After overnight drying at 50 °C, the wings were imaged with bright-field microscopy. The images were processed using Adobe Photoshop.

### EV Expressivity Score.

EV scoring has been always performed on females to maintain consistency between experiments. We implemented a scoring system to analyze the expressivity of the EV as follows. We analyzed both wings per individual, each wing can have an EV score from 0 (no EV) to 4, with a maximum EV score of 8 per fly. Score 1: Mild EV or thickening of a vein in a single spot on the wing. Score 2: Mild EV arising from two different areas of the wing. Score 3: At least two regions of the wing with EV and at least one of these with ramifications. Score 4: At least three regions of the wing with EV and at least one with ramifications.

### Chromosomal Replacements.

Females from Mix assimilated and nonassimilated lines were outcrossed to males of a double balancer stock (*+/+; CyO/Sp; TM6B/Sb*). Heterozygous F1 males carrying both balancer (*CyO* and *TM6B*) and marker chromosomes (*Sp* and *Sb*) were backcrossed to females from the selection line, generating F2 progeny with four genotypes: i) parental (selection line) restoration, ii) heterozygous second chromosome replacement, iii) heterozygous third chromosome replacement, and iv) double heterozygous replacement (*SI Appendix*, Fig. S3*B*). EV penetrance and expressivity were scored in at least 50 females per F2 genotype combination.

### RNA-seq Experiments.

Third-instar larval and prepupal females were collected, and 20 larval WD or 15 to 20 PW (24 to 27 h APF) per replicate were dissected in Schneider medium on ice. Four biological replicates per selection line were processed. Total RNA was extracted using TRIzol and purified with the RNA Clean & Concentrator™-5 kit (Zymo Research) following DNase I treatment (QIAGEN). RNA was quantified on a NanoDrop, and >1 μg per sample was sent to Novogene for strand-specific poly-A mRNA-seq library preparation. Libraries were sequenced as paired-end reads on a NovaSeq 6000 PE150 platform.

### Transcriptome Analysis.

Stranded RNA-seq reads were mapped to the *D. melanogaster* dm6 genome using STAR (v2.7.0) with default parameters. Gene-level read counts were obtained using featureCounts (Subread v2.0.6) with reverse-strand settings (-s 2). Mapping statistics are summarized in Dataset S8C. DEGs were identified with DESeq2, applying thresholds of adjusted *P*-value < 0.05 and |log2FC| > 0.58. Volcano plots were generated with the EnhancedVolcano R package.

### RT-qPCR Experiments.

Total RNA was extracted from third-instar larval WD or PW (24 to 27 h APF) as described for RNA-seq. RNA (≥250 ng) was reverse-transcribed using the SuperScript IV Reverse Transcriptase Kit (Thermo Fisher Scientific). qPCR was performed on a LightCycler480 instrument using SYBR Green I Master Mix (Roche). Primer sequences are listed in Dataset S7.

### CRISPR/Cas9 Genome Editing.

To generate the targeted deletion of the H3K27ac peak in the first intron of *Pxd* (*Pxd_i1_deletion*), we used the *nos-Cas9 attP40* strain (*y,sc,v; nos-Cas9/CyO; +/+*) as the recipient. A two-guide RNA strategy was employed (gRNA1: 5′-GTGAGATCGACCGACAAAGACGG-3′, gRNA2: 5′-CCACTGGTCACCTAGAGAAGTGG-3′), and microinjections were performed by Rainbowgene Transgenic Flies Inc. Deletions were PCR-screened (fw: 5′-CCCGCCATTCACCTGGTGGTCT-3′, rv: 5′-TTGTTTAATTCGCTCAGGTAATTGC-3′), and phenotypic effects were assessed using the recipient strain as a control.

### CUT&RUN Assays.

CUT&RUN assays were performed according to Kami Ahmad’s protocol implemented for *Drosophila* tissues (https://dx.doi.org/10.17504/protocols.io.umfeu3n). 20 female third-instar larval wing discs were used per replicate. DNA libraries were prepared using the *NEBNext® Ultra™ II DNA Library Prep Kit for Illumina (NEB)* following instructions. Libraries were sequenced on a NovaSeq 6000 PE150 platform by Novogene. We performed three replicates for the H3K27ac antibody (*Active Motif,* Cat. 39134), two replicates for the histone H3K9me3 antibody (*Abcam,* Cat. AB8898) and one control replicate for the Normal Rabbit IgG antibody (*Cell Signaling,* Cat. 2729S). All antibodies were used at a 1:100 dilution.

### CUT&RUN Data Analysis.

Reads were aligned to the *D. melanogaster* reference genome dm6 using Bowtie 2 (v 2.4.2) (49). Duplicate reads were removed using sambamba markdup (v 1.0.0) (50). Peak calling was performed with each replicate as a separate input file and IgG as the control library using MACS2 (51) with the following parameters: -g dm -f BAMPE -q 0.01. Mapping and peak annotation statistics are shown in Dataset S8D.

For visualization, reads per kilobase per million mapped reads (RPKM)-normalized bigWig binary files were generated using the bamCoverage function from deepTools2 (v 3.5.5) (52). Genome browser plots were generated using the pyGenomeTracks package (v 3.8) (53) and heatmaps using the plotHeatmap function from deepTools2.

### Pool-seq Assays.

Genomic DNA was extracted from 100 adult females of *D907* and Mix (experiments 1 and 2) assimilated, nonassimilated, control, and parental (P0) flies using the Gentra Puregene Cell Kit (QIAGEN). High-quality gDNA (>2 μg) was submitted to Novogene for Illumina whole-genome sequencing library preparation. Paired-end sequencing was conducted on the NovaSeq 6000 PE150 platform, targeting ~100× reference genome coverage.

### Pool-seq Analysis.

Mapping to the reference genome and calling of variants (SNPs and InDels) was performed by Novogene’s bioinformatics facility. Briefly, reads were aligned to the *D. melanogaster* reference genome dm6 using the BWA software (54). The GATK pipeline (55) was used to call individual SNPs and InDels. Genome-wide heterozygosity rate was calculated by the ratio of heterozygous SNPs or InDels to the total number of the reference genome bases. Mapping and variation annotation statistics are shown in Dataset S8B. Significant changes in variant frequency between the derived lines (D907 control, assimilated, and nonassimilated) and the base population (D907 P0) were tested by a Fisher test with Bonferroni’s correction for multiple comparisons. Manhattan plots were performed using the “qqman” R package (56), with a genome bin size of 10 Kb for the averaged q-value.

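In each of the authors' deposited tables, the q-value equals the Fisher p-value multiplied by the number of sites and divided by the rank of the site, at 100% of sites, with no upper limit at 1. It was above 1 at 92.2% of the sites of the D907 control table, 83.3% of the assimilated table and 85.3% of the nonassimilated table. By this q-value, 822, 90470 and 69103 sites of the authors' deposited tables lie below 1e-05 in D907 control, assimilated and nonassimilated flies. Bonferroni's correction multiplies by the number of sites alone and was used for the changed sites at the other results. With the negative logarithm of the Bonferroni-adjusted p-value averaged in bins of 10 kb, an alternative chosen after seeing the data, 2.39% of bins passed the threshold in D907 assimilated flies, 0.0351% in nonassimilated flies and 0.0210% in control flies.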

### Hi-C Experiments.

Hi-C experiments were conducted using the EpiTect Hi-C Kit (QIAGEN) with 50 third-instar larval wing imaginal discs per sample. Discs were homogenized and fixed in activated Buffer T and 2% formaldehyde using Biomasher II Tissue Masher tubes (Funakoshi, Cat. 320103). Tissue digestion was performed with 25 μL of Collagenase I and II (40 mg/mL) for 1 h at 37 °C. After centrifugation, ~250 μL of the supernatant was retained, and 250 μL of room-temperature QIAseq Beads were added to bind nuclei. Subsequent reactions were carried out on the bead-bound nuclei following the manufacturer’s protocol. Single replicate libraries for *D907* control, assimilated, and nonassimilated lines were multiplexed and sequenced in a single lane on a DNBseq-G400 100 bp paired-end platform (BGI).

### Hi-C Analysis.

Hi-C samples were analyzed using the TADbit pipeline (57). Mapping statistics are shown in Dataset S8E. All valid pair interactions were processed using the Cooler package (v. 0.9.1) (58) to generate .cool files at 100 bp resolution. Subsequently, .mcool files at different resolutions were obtained and normalized using the Iterative Correction and Eigenvector Decomposition algorithm (ICE) (59) with default parameters. HiGlass software (60) was used for matrix visualization.

### Transposable Elements Genome-Wide Annotation Analysis.

All Pool-seq samples were sequenced at high coverage (97× to 108×, Dataset S8B), improving TE detection accuracy and frequency estimation (61, 62). To detect de novo TE insertions and TEs segregating in parental populations, we combined results from two TE-calling programs: PoPoolationTE2 (v1.10.03) (63) and TEMP2 (v0.1.4) (64). TE insertion calls from both programs were combined with BEDOPS (v2.4.39) (65) and merged if they overlapped or were within 20 bp using BEDTools (v2.30.0) (66). Frequency estimations were based on the calculations of TEMP2, and shifts in TE frequency between parental/control and derived lines were assessed using Fisher’s exact test in R (*P*-value < 0.01). The closest H3K27ac peak to each TE insertion was identified using BEDTools closest. Genes within 1 kb to the TE or the closest gene if there was no gene within this window were associated. All detailed analyses are described in the extended methods section of *SI Appendix* and reports in Dataset S4.

### 3′ RACE-PCR Assays.

20 third-instar larval wing discs were dissected in Schneider medium on ice, and total RNA was extracted as described for RNA-seq. 3′ RACE-PCR assays were performed using 3′ RACE System for Rapid Amplification of cDNA Ends kit (Thermo Fisher Scientific). 1 μg of RNA was used to synthesize first strand cDNA using oligo(dT)-containing adapter primer. PCR amplification of Cad96Ca cDNA was done using the universal amplification primer provided with the kit (AUAP: 5′-GGCCACGCGTCGACTAGTAC-3′) and the Cad96Ca-specific primer (5′-CGAGAGCGGTTTCCCGATCACAA-3′). Nested PCR was carried out in a second amplification reaction with the AUAP primer and another Cad96Ca-specific internal primer (5′-CGACCAATGCACTGAACCCGAAC-3′). PCR amplicons were resolved by an agarose 1% gel electrophoresis and DNA bands were recovered from the gel using the NucleoSpin® Gel and PCR Clean-up kit (MACHEREY-NAGEL) for Sanger sequencing by Eurofins Genomics.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S04

Dataset S05

Dataset S06

Dataset S07

Dataset S08

## Data Availability

Next-generation sequencing data have been deposited in Gene Expression Omnibus (GEO) (GSE255496) (67). All other data are included in the manuscript and/or supporting information. All scripts used for detecting TE insertions and frequency analyses are available in the GitHub database (68).

# Supplementary material for: A mechanistic basis for genetic assimilation in natural fly populations
**Source:** Proc Natl Acad Sci U S A. 2025 Mar 10;122(11):e2415982122. doi: 10.1073/pnas.2415982122
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

## A mechanistic basis for genetic assimilation in natural fly populations

Gonzalo Sabarís<sup>a,1</sup>, Bernd Schuettengruber<sup>a</sup>, Giorgio L. Papadopoulos<sup>a</sup>, Marta Coronado-Zamora<sup>b</sup>, Maximilian H. Fitz-James<sup>a</sup>, Josefa González<sup>b</sup>, Giacomo Cavalli<sup>a,1</sup>

### This PDF file includes:

- Extended methods
- Figures S1 to S10
- Legends for Datasets S1 to S8
- SI References

### Other supporting materials for this manuscript include the following:

- Datasets S1 to S8

## Extended methods

### Transcriptome analysis

RNA-seq data quality was assessed using FastQC (v 0.12.1). Stranded RNA-seq data were mapped to the *Drosophila melanogaster* dm6 genome using STAR (v 2.7.0) with default parameters. Aligned sequencing reads mapped to gene transcripts were counted using featureCounts (Subread v 2.0.6) with  $-s$  2 (reverse stranded) and default parameters. Mapping statistics are shown in Dataset S8c. The gene transcript annotation file was obtained from FlyBase (release 6.34). Prior to statistical analysis, genes with fewer than 10 reads (cumulating all samples analyzed) were removed. Differentially expressed genes (DEGs) were identified using the DESeq2 R package<sup>1</sup>. Genes with adjusted p-value < 0.05 (using the Benjamini-Hochberg FDR method) and fold change > 1.5 thresholds ( $|\log_2FC| > 0.58$ ) were considered differentially expressed. Volcano plots were generated using the “EnhancedVolcano” R package (DOI: 10.18129/B9.bioc.EnhancedVolcano).

### CUT&RUN assays

CUT&RUN assays were performed according to Kami Ahmad's protocol implemented for *Drosophila* tissues (<https://dx.doi.org/10.17504/protocols.io.umfeu3n>) with minor modifications. 20 female third-instar larval wing discs were dissected in Schneider medium at room temperature, centrifuged for 3 min at 700g and washed twice with wash+ buffer before addition of Concanavalin A-coated beads. MNase digestion (pAG-MNase Enzyme from *Cell Signaling*) was performed for 30 min on ice. After ProteinaseK digestion, DNA was recovered using *SPRIselect beads* and eluted in 0.1X 50µl TE. DNA libraries were prepared using the *NEBNext® Ultra™ II DNA Library Prep Kit for Illumina (NEB)* following instructions, but with the following changes: (i) adaptors were diluted 1:10 in water for adaptor ligation (step 2), (ii) the size selection of the adaptor-ligated DNA in step 3A was omitted (we proceeded directly to step 3B) and (iii) we performed 14 cycles of PCR with 10 seconds of annealing/extension for enrichment of short DNA fragments. Libraries were sequenced on a NovaSeq 6000 system with 150 bp PE reads by Novogene. We performed three biological replicates for the histone H3K27ac antibody (*Active Motif*, Cat. 39134) for each Mix selection lines, two replicates for the histone H3K9me3 antibody (*Abcam*, Cat. AB8898) and one control replicate for the Normal Rabbit IgG antibody (*Cell Signaling*, Cat. 2729S) for D907 and Mix populations. All antibodies were used at a 1:100 dilution.

### CUT&RUN data analysis

The quality of the reads was assessed using FastQC. Fastq files were aligned to the *D. melanogaster* reference genome dm6 using Bowtie 2 (v 2.4.2)<sup>2</sup> with the following parameters: `--local --very-sensitive-local --no-unal --no-mixed --no-discordant --phred33 -l 10 -X 700`. SAM files were compressed into BAM files using SAMtools (v 1.16.1)<sup>3</sup> and reads with low mapping quality

(Phred score <30) were discarded. Duplicate reads were removed using sambamba markdup (v 1.0.0)<sup>4</sup> with the following parameters: -r --hash-table-size 500000 --overflow-list-size 500000. Peak calling was performed with each replicate as a separate input file and IgG as the control library using MACS2<sup>5</sup> with the following parameters: -g dm -f BAMPE -q 0.01. Mapping and peak annotation statistics are shown in Dataset S8d. For visualization, reads per kilo base per million mapped reads (RPKM)-normalized bigWig binary files were generated using the bamCoverage function from deepTools2 (v 3.5.5)<sup>6</sup> with the following parameters: --normalizeUsing RPKM --ignoreDuplicates -e 0 -bs 10. Replicate reproducibility was assayed by Spearman correlation using the multiBigwigSummary and plotCorrelation functions from deepTools2 (v 3.5.5) with genome bin sizes of 1000 bp for H3K27ac and 10000 bp for H3K9me3. Finally, replicates were merged using samtools merge with default parameters. Genome browser plots were generated using the pyGenomeTracks package (v 3.8)<sup>7</sup> and heatmaps using the plotHeatmap function from deepTools2. Differential enrichment in peak analysis was performed using the “DiffBind” R package (v 3.12.0)<sup>8</sup> with default normalization by sequencing library depth and the edgeR method for differential analysis (the significance cut-off was FDR<0.05 and fold change>1.5 (|log2FC|>0.58)). Assignment of genes to enriched regions was made to the nearest gene transcription starting site within a 10Kb window using the “ChIPseeker” R package (v 1.38.0)<sup>9</sup>.

### **Pool-seq assays**

We performed whole-genome sequencing of pools of individuals (Pool-seq) from D907 and Mix (experiment 1 and 2) assimilated, non-assimilated, control and parental (P0) flies. We extracted high-quality genomic DNA for sequencing from 100 adult females from each population using the *Gentra Puregene Cell Kit (QIAGEN)*. gDNA pellet was purified twice by phenol:chloroform:isoamyl alcohol precipitation and the pellet was resuspended in 100µl TE buffer. High-molecular weight gDNA was analyzed by gel electrophoresis, quantified on NanoDrop and >2µg of the mass was sent to Novogene for Illumina whole-genome sequencing (WGS) library preparation. Paired-end sequencing of the libraries was performed on Novogene's NovaSeq 6000 PE150 platform, targeting ~100X reference genome coverage.

### **Hi-C experiments**

Hi-C experiments were performed using the *EpiTect Hi-C Kit (Quiagene Cat. 59971)*. We used 50 third-instar larval wing imaginal discs per sample. Briefly, discs were homogenized and fixed in activated Buffer T and 2% Formaldehyde using Tissue Masher tubes (Biomasher II (EOG-sterilized) 320103 Funakoshi). Tissue was digested by adding 25µl Collagenase I and II (40 mg/ml) for 1 hour at 37°C. Samples were centrifuged and supernatant was carefully aspirated, leaving ~250µl of solution in the tube. Then 250µl QIAseq Beads equilibrated to room temperature were added to bind nuclei to the beads and all subsequent reactions were performed on the beads according to the manufacturer's protocol. Single replicate libraries made from D907 control,

assimilated and non-assimilated selection lines were multiplexed and sequenced in a single lane on a DNBseq-G400 100bp paired-end platform from BGI (<https://www.bgi.com/>).

### Hi-C analysis

Hi-C samples were analyzed using the TADbit pipeline<sup>10</sup>, which was used to (i) assess the quality of the reads; (ii) map the paired-end reads to the *D. melanogaster* dm6 reference genome using Bowtie 2 (v.2.3.5.1), taking into account the restriction enzyme DpnII religation sites (fragment-based mapping); (iii) remove non-informative reads using the default TADbit filtering options. Mapping statistics are shown in Dataset S8e. All valid pair interactions were then processed using the Cooler package (v. 0.9.1)<sup>11</sup> to generate .cool files at 100bp resolution. Subsequently, .mcool files at different resolutions (100bp to 40Kb) were obtained and normalized using the Iterative Correction and Eigenvector Decomposition algorithm (ICE)<sup>12</sup> with default parameters. HiGlass software<sup>13</sup> was used for matrix visualization.

### Transposable elements genome-wide annotation analysis

All Pool-seq samples analyzed for TE insertions were sequenced at high coverage (97x to 108x, Dataset S8b), which improves both the accuracy of TE detection and the reliability of frequency estimation<sup>14,15</sup>. In order to detect TE insertions that appeared de novo in the derived populations (not present in parental nor control populations: TE mobilizations), and TEs segregating in the parental population that could have an effect in the derived populations, we used the combination of the results of two TE caller programs: PoPoolationTE2 (v1.10.03)<sup>16</sup> and TEMP2 (v0.1.4)<sup>17</sup> to obtain reliable TE insertion calls. First, raw paired-end reads were trimmed using the FASTQ preprocessor Fastp (v.0.12.4)<sup>18</sup> with a minimum quality Phred score  $\geq 20$  (-q 20) and minimum read length of 20 bp (-l 20). Read quality was assessed using FastQC (v0.11.9). For detecting TE insertions with PoPoolationTE2, we first created a “TE-merged-reference” for *D. melanogaster*, which consists of the repeatmasked *D. melanogaster* reference genome (r.6.31) and the TE consensus sequences<sup>19</sup>. For creating the repeatmasked reference genome, we used RepeatMasker (v.4.1.2-p1) with options -gccalc -s -cutoff 200 -no\_is -nolow -norna -gff -u with the high quality TE library available for *D. melanogaster*<sup>19</sup>. Next, we created the “TE hierarchy file” by using an ad hoc bash script. The raw reads of each sample were mapped to the TE-merged-reference, by using the local alignment algorithm BWA bwasm (v0.7.17-r1188)<sup>20</sup> with option -M. Both read pairs were mapped separately to the TE-merged-reference, and the paired end information was restored subsequently with module se2pe of PoPoolationTE2. A ppileup was generated for each sample with the PoPoolationTE2 ppileup function (with option --map-qual 15). Finally, TE insertions were identified with the modules identifySignatures (--min-count 2) and frequency. The final set of insertion per sample was identified with the module pairupSignatures. We used BEDTools intersect with option -v (v2.30.0)<sup>21</sup> to remove the TE insertions detected in

heterochromatic regions<sup>19</sup>. To detect TE insertions we used the insertion module of TEMP2. Since TEMP2 needs the TE annotations in bed format, we used the RepeatMasker annotation that was created for PoPoolationTE2 and transformed it to a bed file using rmsk2bed (from BEDOPS, v.2.4.39)<sup>22</sup>. We used BWA mem (v.0.7.17-r1188) with options -Y and -T 20 to map the paired-end reads to the *D. melanogaster* reference genome. For calculating the fragment length of the samples sequencing library needed for TEMP2, we used Picard's CollectInsertSizeMetrics module (v.2.26.11)<sup>23</sup> and used the mean insert size of each sample. Then, we used TEMP2 with parameter -m 5 (percentage of mismatch allowed when mapping to TEs) to detect TE insertions. TE insertions that were annotated in heterochromatic regions were removed with BEDTools intersect -v (v2.30.0). To combine the TE call information of both softwares, we used BEDOPS (v.2.4.39)<sup>22</sup>, with the argument --everything, to combine in a single bed the annotations of PoPoolationTE2 and TEMP2 for each sample. We next used BEDTools (v2.30.0) with options merge -i and -d 20 to collapse insertions overlapping or allowing a maximum distance of 20bp into a single call. To consider a TE insertion detected both programs as the same, they must be from the same TE family and a maximum distance of the predicted insertion positions of 20bp. Finally, we combined all TEs insertions from the different lines (D907, Mix and Mix 2) into a single annotation file using the same strategy as above. The total number of insertions detected in each sample is in Dataset S4a. For the frequency estimations, we only relied on the estimates of TEMP2. TEMP2 estimates the TE frequency considering the reads supporting the TE insertion (supporting reads) or the absence (reference reads) applying the equation: TE insertion frequency = supporting reads / (supporting reads + reference reads x 2)<sup>24</sup>. To calculate if the TE frequency shift between the parental/control and derived lines was significant, we performed a Fisher's exact test on R, using the frequencies in the parental and/or control line and the derived lines (N and or A) and considered as significant if the p-value was smaller than 0.01. Statistical analyses were performed in R (R Core Team 2022). We used BEDTools closest to find the closest H3K27ac peak to a de novo or segregating TE insertion. To associate the TE insertions with genes, we considered all genes within 1 kb distance using BEDTools window, or the closest gene if there was no gene within this window using BEDTools closest.

**Fig. S1. Pupal heat shock induces diverse wing phenocopies.** **a-** Representative images of the *Drosophila wild type* wing vein pattern indicating the five longitudinal veins (L1-5) and the anterior (ACV) and posterior crossveins (PCV). The different wing phenocopies induced by pupal heat shock are also shown, such as different ectopic veins (EV), breakage or loss of the anterior or posterior crossvein, defined as "crossveinless" (A-PCV), and deformed wings. **b-** Plasticity of crossveinless and ectopic veins phenocopies upon pupal heat shock (HS) in different *wild type* laboratory strains.

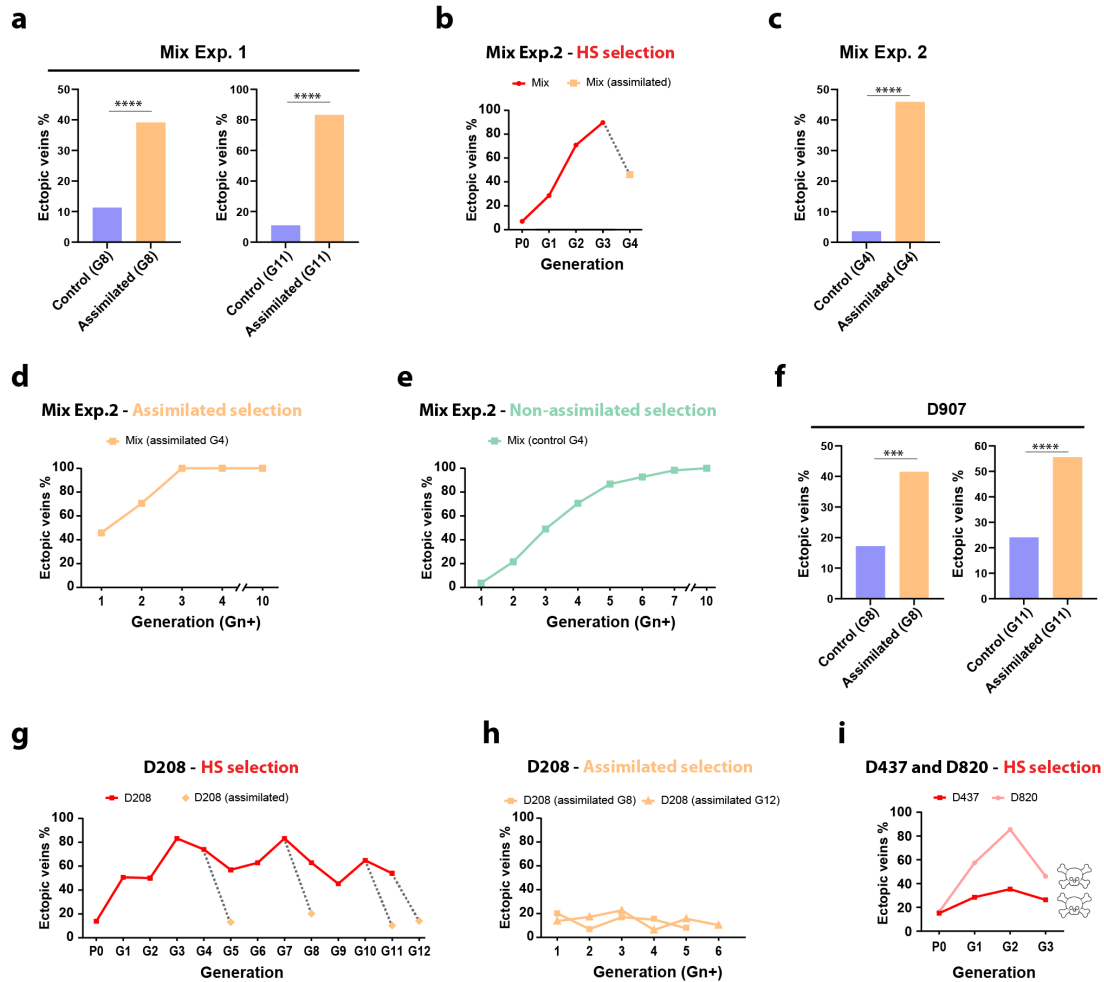

**Fig. S2. Recapitulation of Waddington genetic assimilation experiment for ectopic veins in inbred and outbred natural fly populations.** **a-** Comparison of ectopic vein penetrance between Mix control and assimilated flies in the eighth and eleventh generations for the first selection experiment (two-sided Chi-square test: \*\*\*\* $p < 0.0001$ ). **b-** Solid line shows the ectopic veins penetrance as a response to heat shock induction and EV artificial selection in the Mix population for the second independent selection experiment. The individual squared dot connected with a dashed line indicates the EV penetrance of the assimilated flies. **c-** Comparison of ectopic vein penetrance between Mix control and assimilated flies in the fourth generation for the second selection experiment (two-sided Chi-square test: \*\*\*\* $p < 0.0001$ ). **d-** EV penetrance response in Mix assimilated selection for the second selection experiment in a line derived from the fourth generation. **e-** EV penetrance response in Mix non-assimilated selection for the second selection experiment in a line derived from control flies from the fourth generation. **f-** Comparison of ectopic vein penetrance between D907 control and assimilated flies in the eighth and eleventh generations (two-sided Chi-square test: \*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ ). **g-** Solid line shows the ectopic veins penetrance as a response to heat shock induction and EV artificial selection in the D208 population. The individual diamond dots connected with a dashed line indicates the EV penetrance of the assimilated flies tested in alternate generations. **h-** EV penetrance response in D208 assimilated selection in lines derived from the eighth and twelfth generations. **i-** EV penetrance response to heat shock induction and EV artificial selection in the D437 and D820 populations.

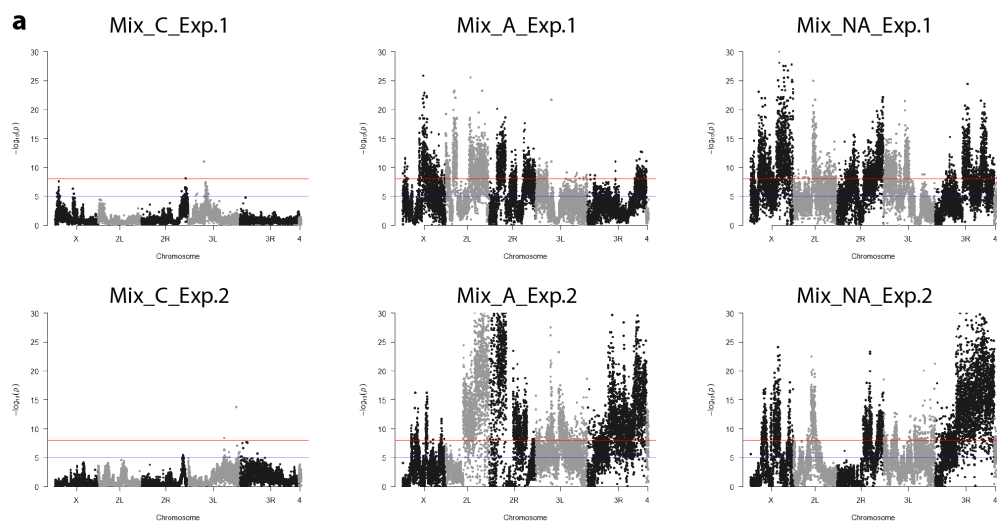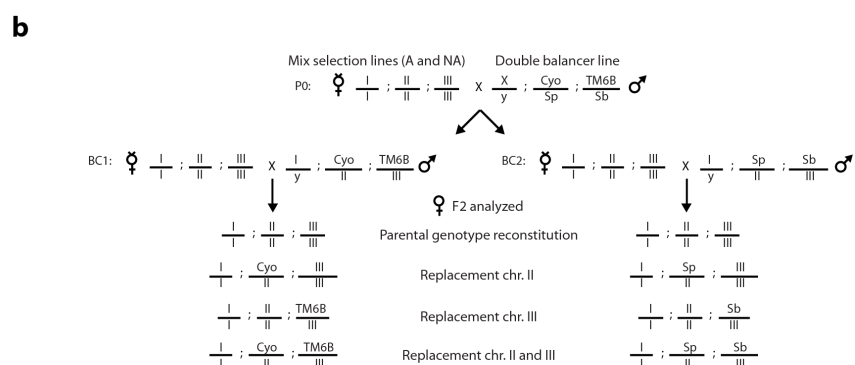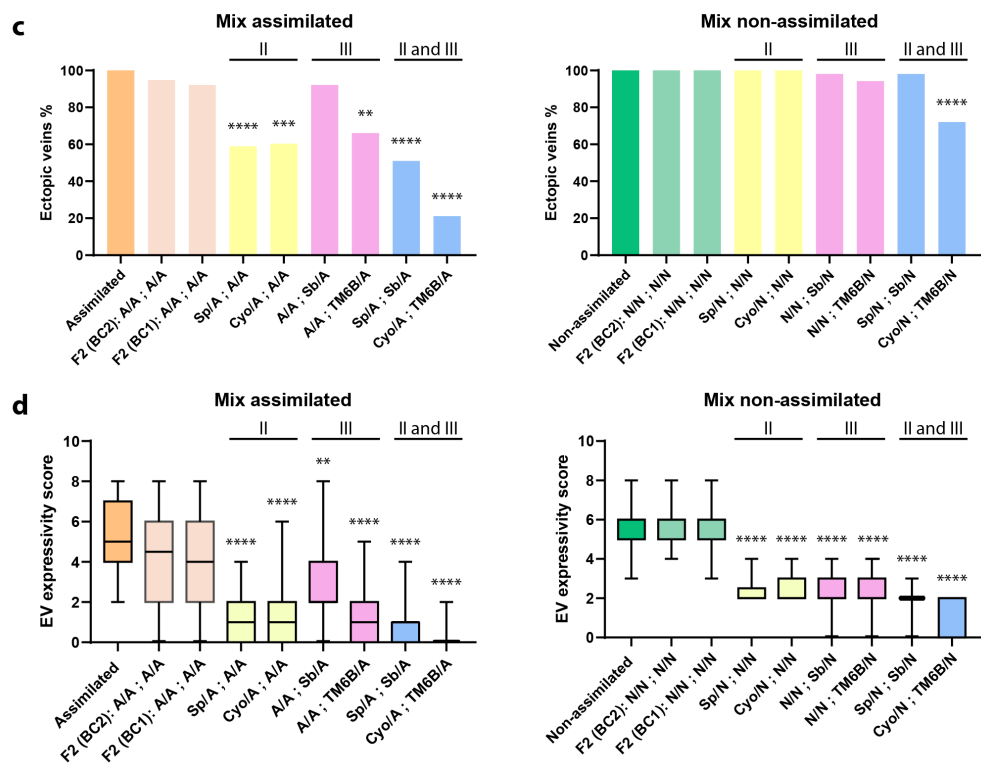

**Fig. S3. Genomic responses to EV evolution in Mix selection lines.** **a-** Manhattan plots showing the genome-wide allele associations from the Pool-seq analysis in Mix control (C), assimilated (A) and non-assimilated (NA) lines in both selection experiments relative to the respective ancestral population (P0). **b-** Schematic representation of the crosses carried out to analyze the contribution of single and double heterozygous replacements of the second and third chromosomes to the EV phenotype of the Mix selection lines. **c,d-** Penetrance (c) and expressivity (d) of EV phenotype in adult females of the different genotypes analyzed in the F2 progeny. Statistical differences were calculated using Chi-squared test for pairwise comparisons with the respective control (the F2 with the selection line genotype reconstitution for each backcross).

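For each Mix comparison, the windows of 100 kb with the largest share of changed sites were ranked among windows with at least 50 tested sites. In assimilated flies of experiment 1 the highest window was on 2L from 0.1 to 0.2 Mb, with 66.5% of 215 tested sites changed, followed by windows on 2R at 7.5 Mb (62.7%) and at 8.3 Mb (59.3%). In assimilated flies of experiment 2 it was on 2L from 21.7 to 21.8 Mb, with 83.7% of 411 sites. In nonassimilated flies the highest windows were on X at 18.2 Mb in experiment 1 (72.1%) and on 3R at 31.1 Mb in experiment 2 (76.4%). In control flies the highest shares were 23.0% on 3L at 9.7 Mb in experiment 1 and 13.5% on 3L at 19.5 Mb in experiment 2. None of these windows holds any of the 13 genes that the paper examines as candidates, which include SK and Ect3, whose knockdown gave no wing phenotype. Among the 13 genes, 10 held changed sites in the assimilated pool of each experiment, 9 in the nonassimilated pool of each and none in the control pool of each, while 4 genes held changed sites in the control pool of experiment 1 alone and 3 in that of experiment 2 alone. These genes are counted whether or not the same site had changed in both experiments. Over the genome, from 76.1% to 93.4% of windows held a changed site in the selection lines, against 37.7% and 39.7% in control flies. The genes were not compared with other genes of like length, so these counts do not set the candidates apart.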

Mix Assimilated vs Control - WD Exp. 1  
DEGs: 252

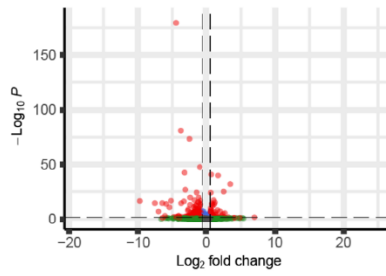

Mix Non-assimilated vs Control - WD Exp. 1  
DEGs: 301

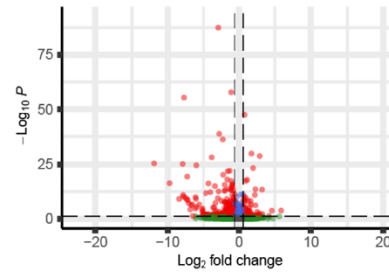

Mix Assimilated vs Control - PW Exp. 1  
DEGs: 302

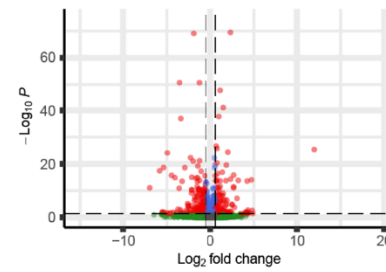

Mix Non-assimilated vs Control - PW Exp. 1  
DEGs: 513

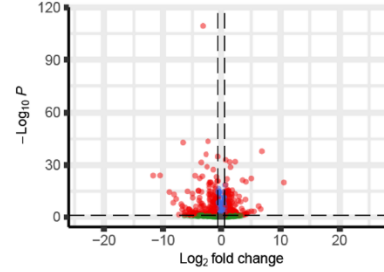

Mix Assimilated vs Control - WD Exp. 2  
DEGs: 221

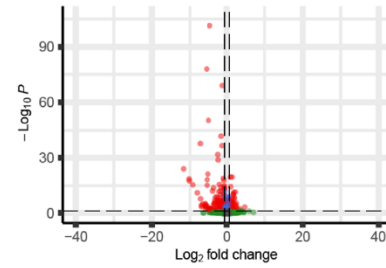

Mix Non-assimilated vs Control - WD Exp. 2  
DEGs: 260

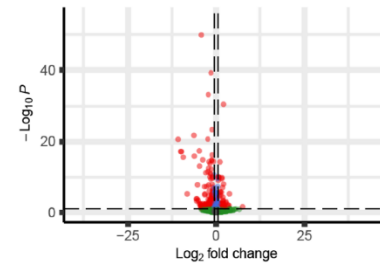

Mix Assimilated vs Control - PW Exp. 2  
DEGs: 262

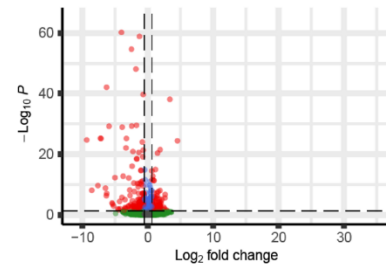

Mix Non-assimilated vs Control - PW Exp. 2  
DEGs: 1499

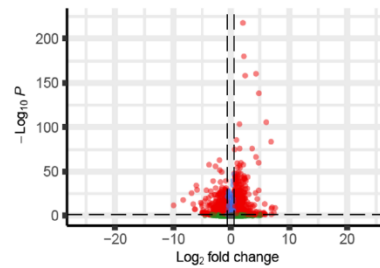

**Fig. S4. Differentially expressed genes in Mix selection lines in wing disc and pupal wing.** Volcano plots showing the number of differentially expressed genes (DEGs) for the Mix assimilated and non-assimilated (for both selection experiments) relative to control lines in wing disc (WD) and pupal wing (PW). DEGs cut-off (DESeq2): adjusted p-value<0.05 and fold change>1.5.

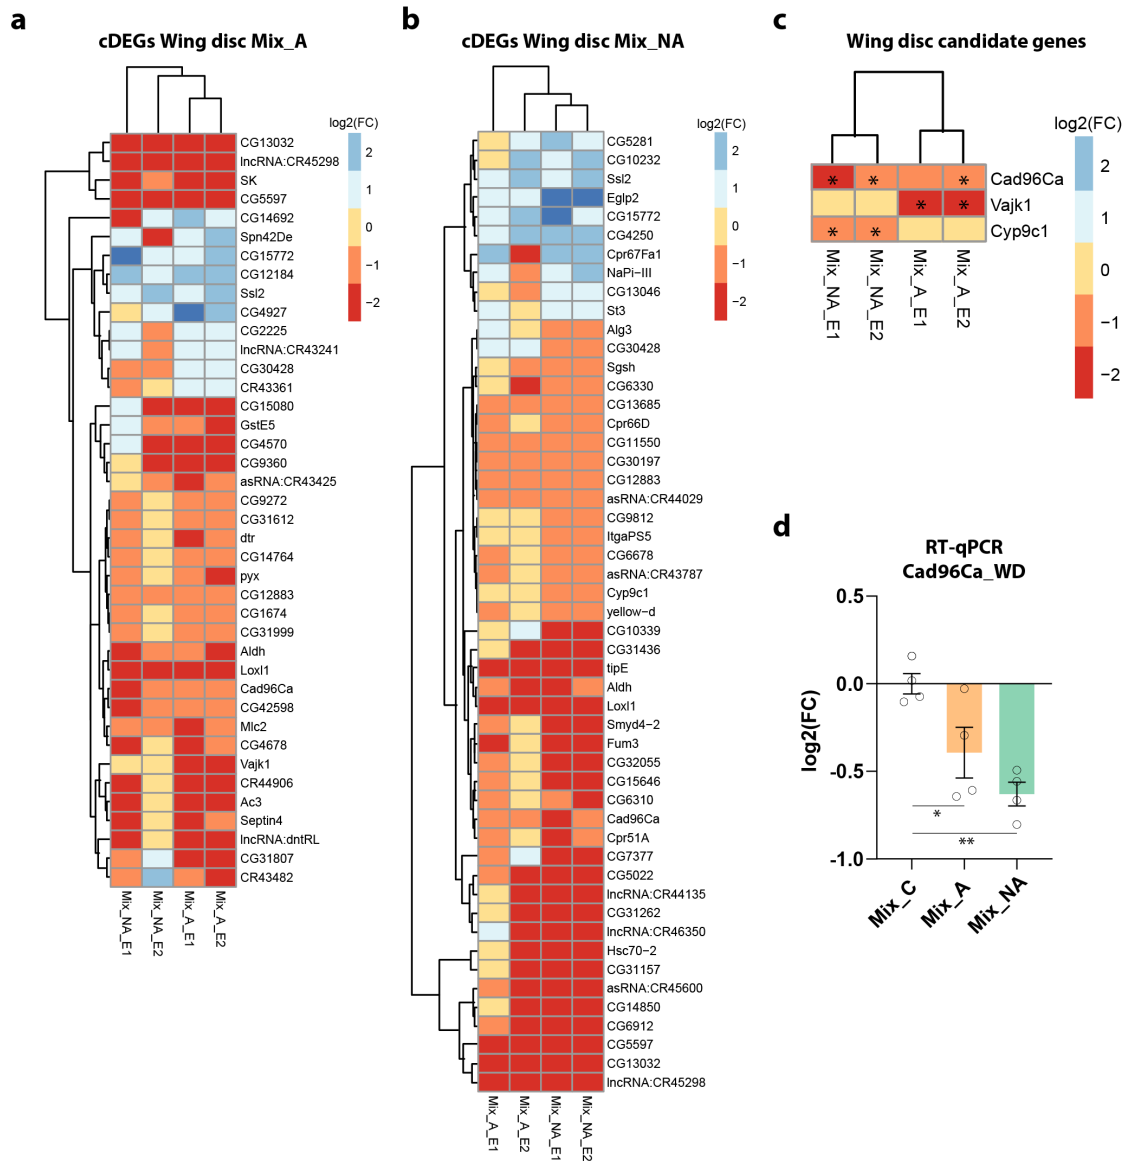

test relative to control (\* $p < 0.05$ , \*\* $p < 0.01$ ). **e,f**- Heatmap with *k*-means clustering analysis of consistently differentially expressed genes (cDEGs) for both selection experiments in pupal wings of Mix assimilated (A) (e) and non-assimilated (NA) (f) lines. **g**- Shortlisted candidate genes in pupal wings. Asterisks indicate significant differences in expression compared to control (adjusted  $p$ -value  $< 0.05$  and fold change  $> 1.5$ ).

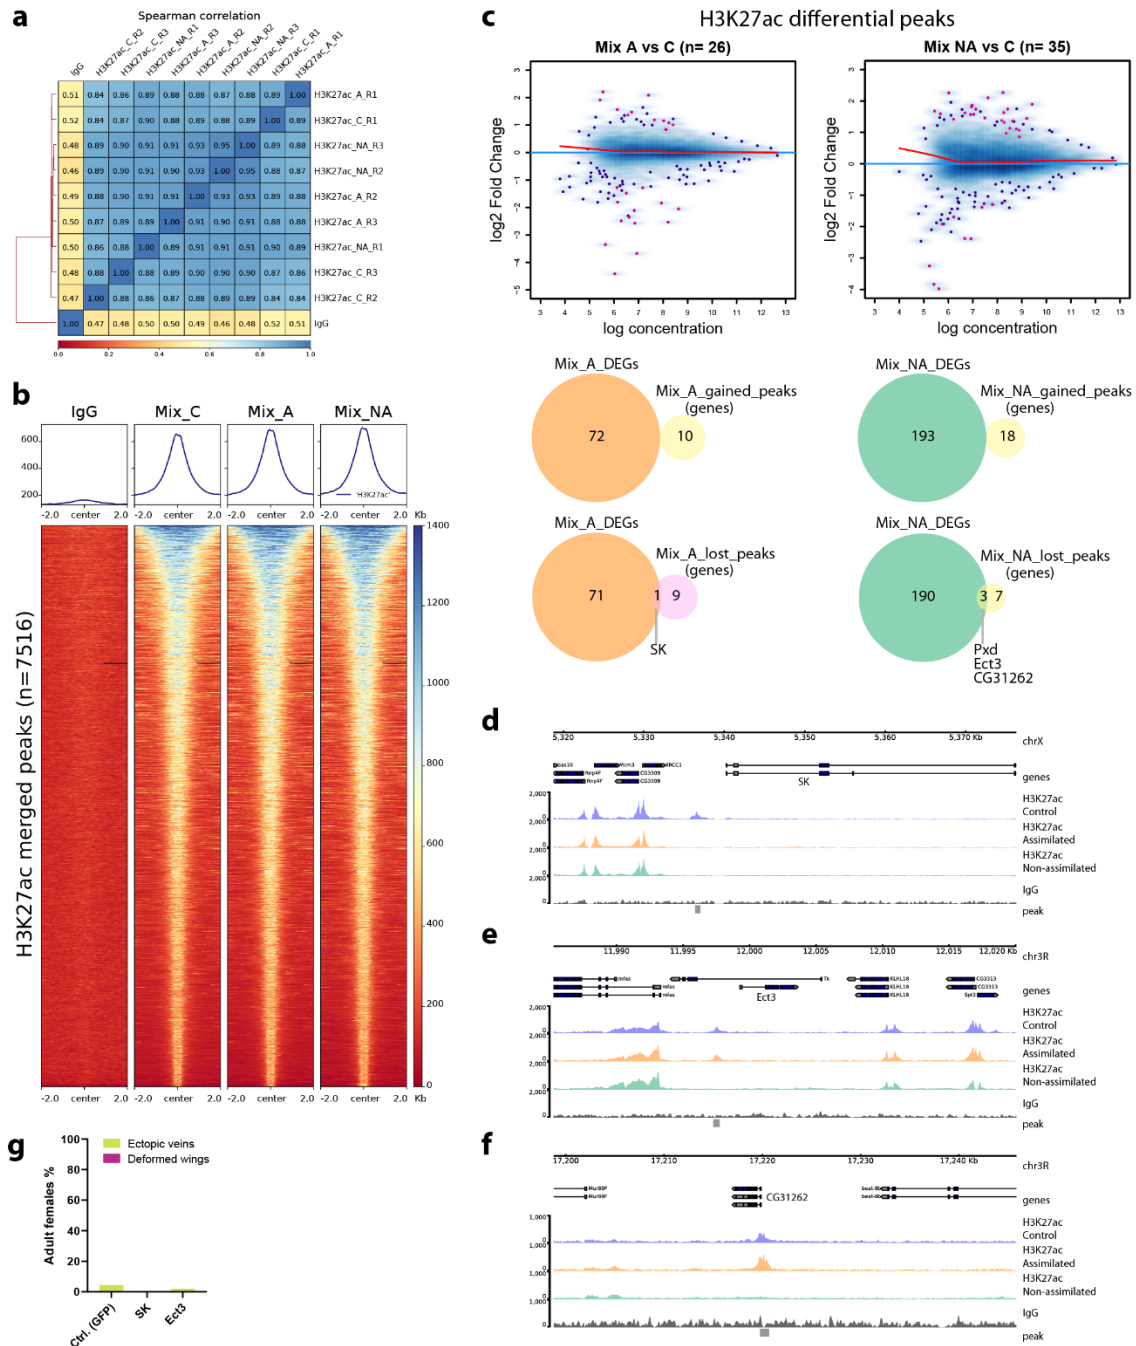

**Fig. S6. Genome-wide differential enrichment analysis of the H3K27ac mark in the Mix selection lines.** **a-** Genome-wide Spearman correlation at 1Kb bin size of CUT&RUN replicates for H3K27ac and IgG in Mix control (C), assimilated (A) and non-assimilated (NA) lines. **b-** Heat-map of CUT&RUN replicates merged tracks in all H3K27ac peaks (n=7516) in the wing disc of Mix C, A and NA lines. **c-** MA plots showing the number of differentially enriched H3K27ac peaks in Mix A and NA relative to C (three replicates per line, FDR<0.05 and fold change>1.5). Overlap of the genes associated with the differential peaks with the consistent differentially expressed genes in each selection line. **d-f-** CUT&RUN profiles for H3K27Ac (merge of three replicates) and IgG (control) in the wing disc for the Mix lines in the SK (d), *Ect3* (e) and CG31262 (f) loci. The grey

boxes indicate the H3K27ac differential peaks. **g-** Quantification of the wing phenotypes caused by the *SK* and *Ect3* gene knockdown in the wing using the *nub*-GAL4 driver. *GFP* gene knockdown was used as control.

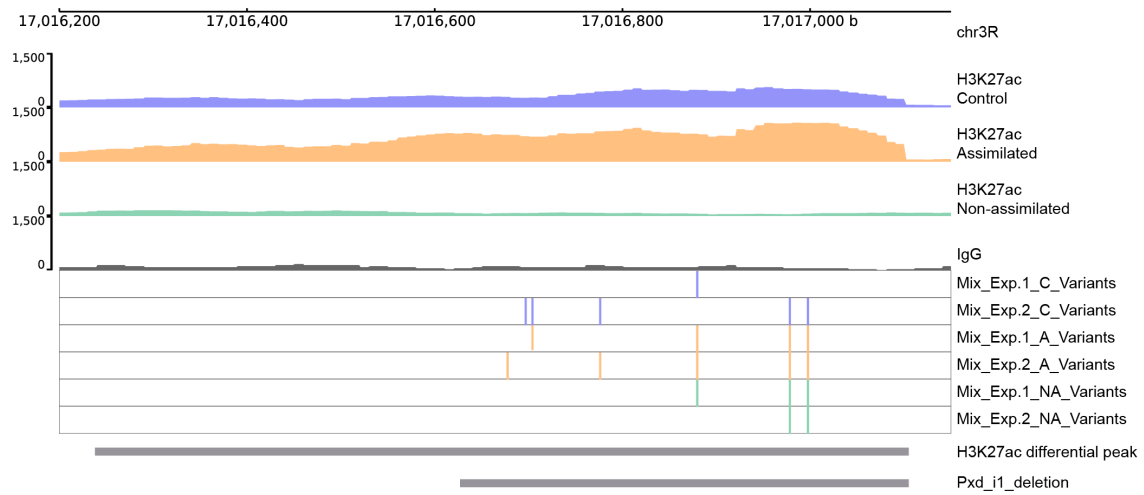

**Fig. S7. Absence of exclusive *cis*-mutation in Mix non-assimilated lines associated with the loss of H3K27ac enrichment at the *Pxd* locus.** Detail view of the differential H3K27ac peak for the Mix non-assimilated flies at the *Pxd* locus. CUT&RUN profiles for H3K27ac (merge of three replicates) and IgG (control) in the wing disc. The positions of the significant genetic variants (SNPs and InDels) for all Mix lines are shown as vertical lines. The grey boxes indicate the H3K27ac peak and the position of the CRISPR/Cas9 targeted deletion (*Pxd\_i1\_deletion*).

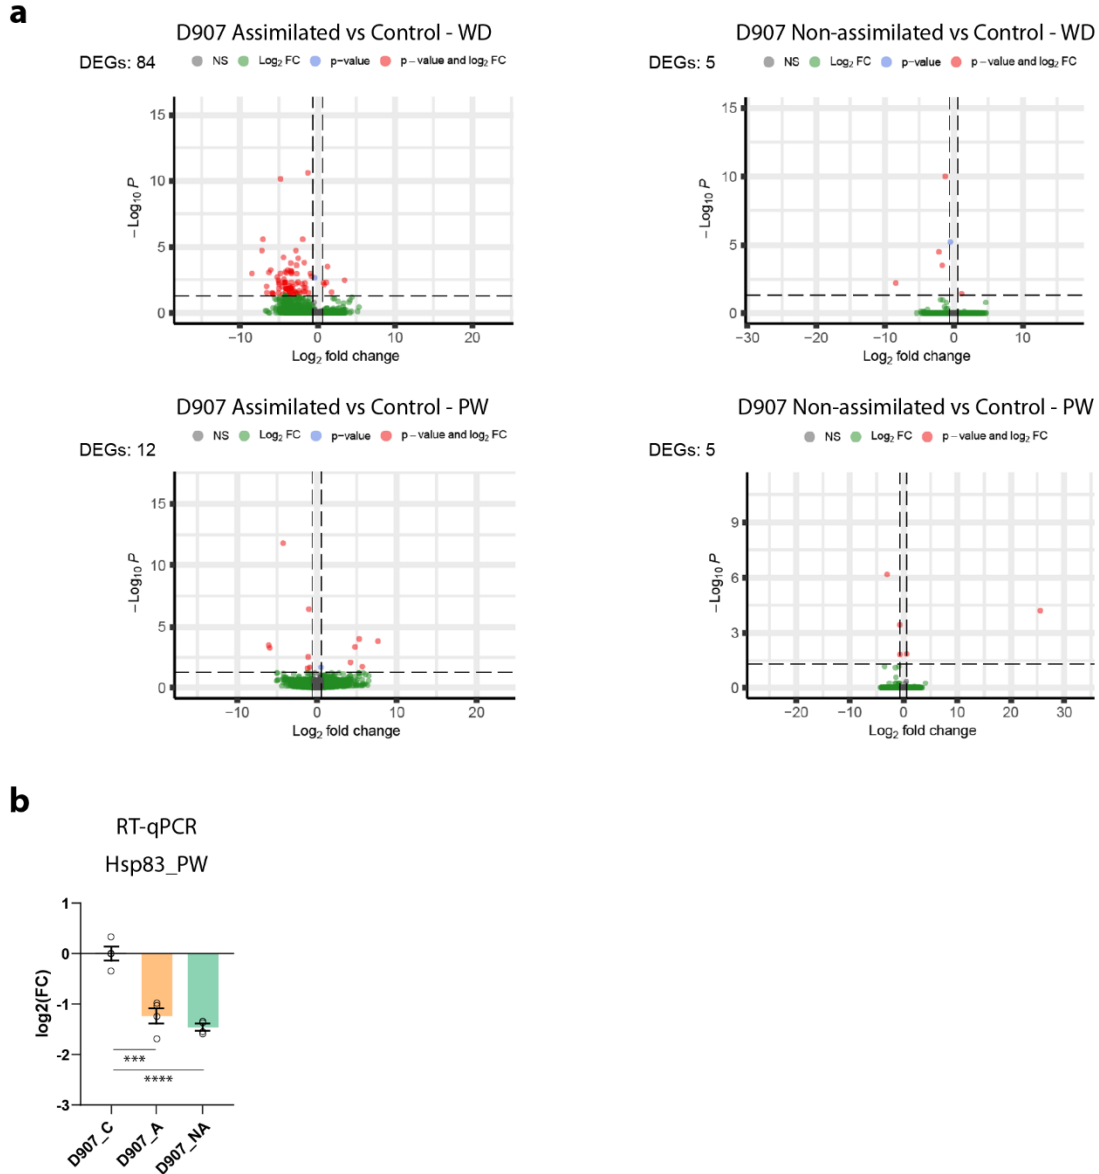

**Fig. S8. Differentially expressed genes in D907 selection lines in wing disc and pupal wing.**  
**a-** Volcano plots showing the number of differentially expressed genes (DEGs) for the D907 assimilated and non-assimilated relative to control lines in wing disc (WD) and pupal wing (PW). DEGs cut-off (DESeq2): adjusted  $p$ -value $<0.05$  and fold change $>1.5$ . **b-** Expression level of the *Hsp83* gene in the pupal wing (PW) of D907 control (C), assimilated (A) and non-assimilated (NA) flies analyzed by RT-qPCR. The plot shows the averaged  $\log_2$  fold change normalized to control flies and error bars represent the standard error of the mean (SEM) from four biological replicates. Significance was calculated using one-way ANOVA with Dunnett's multiple comparisons test relative to control (\*\* $p<0.001$ , \*\*\*\* $p<0.0001$ ).

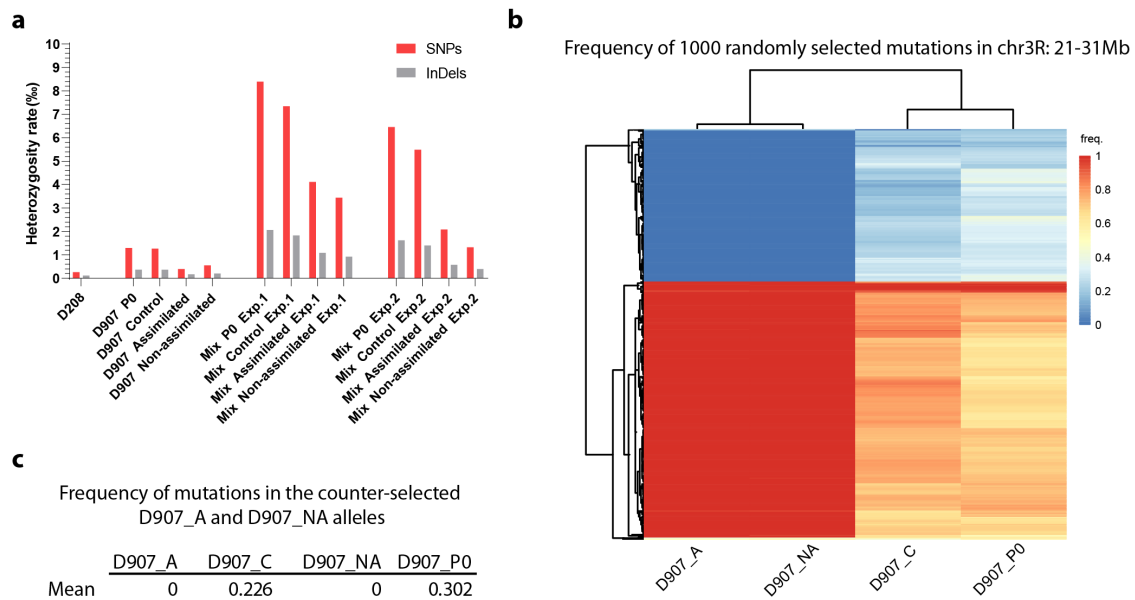

**Fig. S9. Genetic variation associated with the inbred and outbred populations.** **a-** Genome-wide heterozygosity rate, defined as the ratio of heterozygous SNPs/InDels to the total number of genomic bases for the inbred and outbred populations. **b-** Heat map showing the frequency of a thousand randomly selected mutations (SNPs and InDels) in chr3R: 21-31Mb from D907 parental (D907\_P0), control (D907\_C), assimilated (D907\_A) and non-assimilated (D907\_NA) fly populations. **c-** Table showing the average frequency of the counter-selected mutations (frequency = 0) in D907 A and NA in this chromosome region.

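In the outbred Mix population, mean 2pq over listed sites was 0.331 in P0 of experiment 1 (jackknife 95% interval 0.327 to 0.334) and 0.291 in P0 of experiment 2 (0.281 to 0.302). It was 0.302 and 0.256 in control flies, 0.179 and 0.105 in assimilated flies and 0.158 and 0.0806 in nonassimilated flies of the 2 experiments. In both experiments the intervals of the selection lines lay below those of P0 and of control flies, and the intervals of assimilated and nonassimilated flies overlapped. Sites with reads of both alleles made up 8.68 per 1000 bases in P0, 7.73 in control, 4.52 in assimilated and 3.85 in nonassimilated flies of experiment 1, and 7.30, 6.37, 2.48 and 1.89 in experiment 2. The paper's rates, with SNPs and InDels added, are 10.5, 9.18, 5.2 and 4.37 in experiment 1 and 8.08, 6.89, 2.67 and 1.72 in experiment 2. The mean of 2pq depends on which sites a table lists, so it compares pools within a line better than lines with each other.

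**Figure D7:**
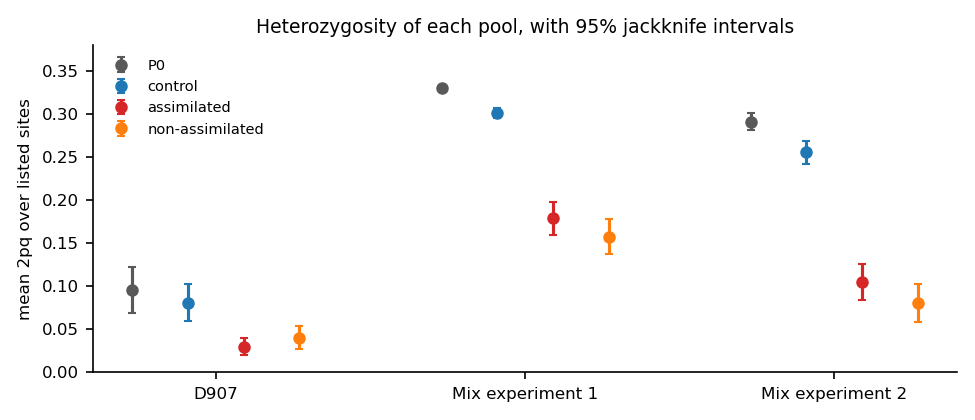
Mean 2pq over listed sites in the P0, control, assimilated and nonassimilated pools of D907 and of both Mix experiments, with 95% jackknife intervals over blocks of 1 Mb as bars. In each line the assimilated and nonassimilated pools lie below P0 and control flies.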

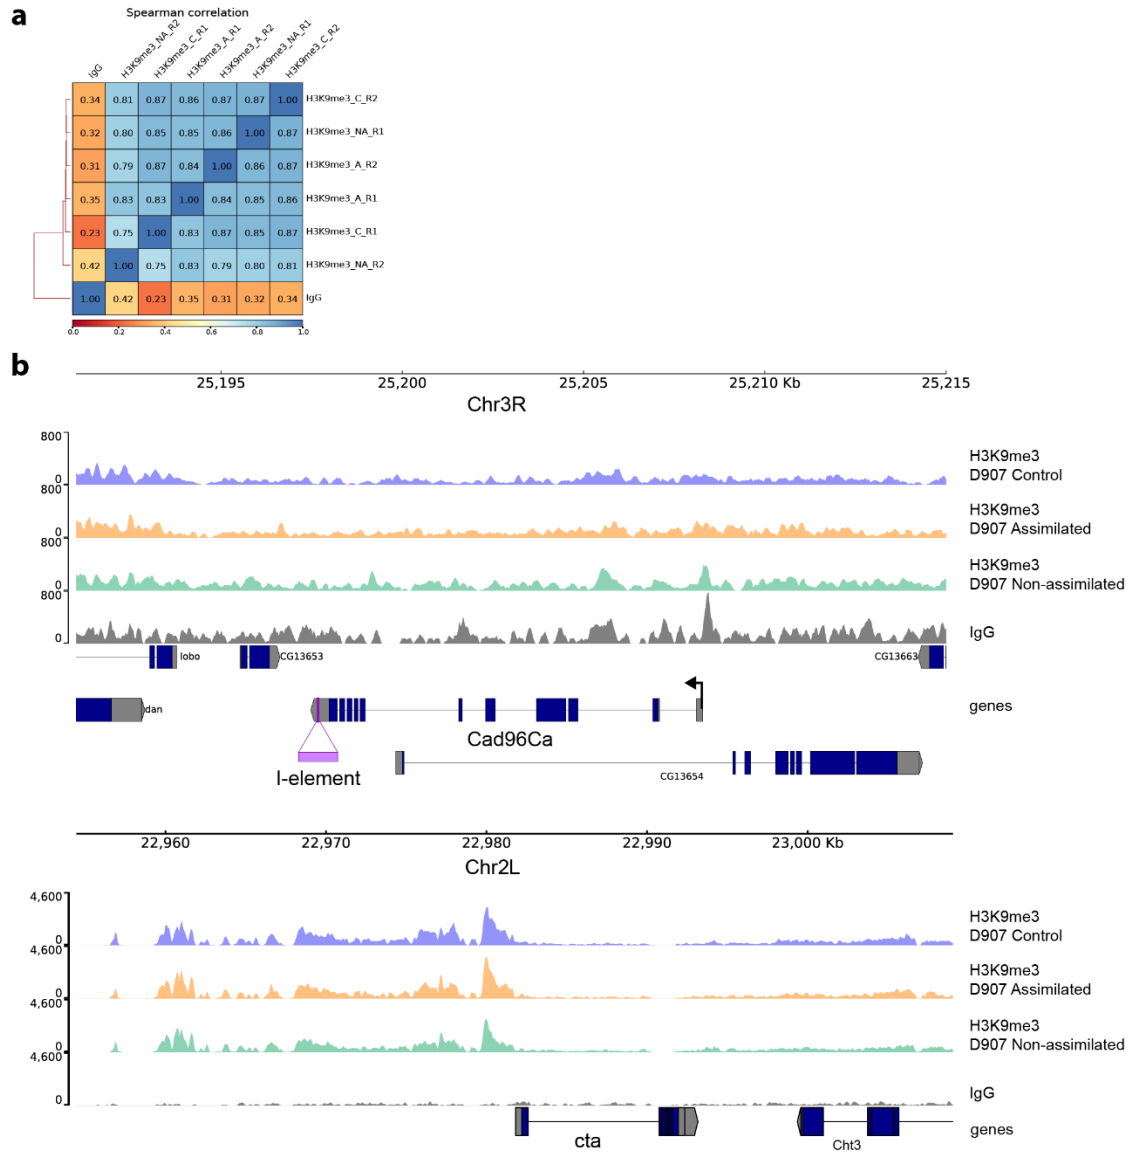

**Fig. S10. Genome browser examples of H3K9me3 enrichment in the D907 selection lines.**

**a-** Genome-wide Spearman correlation at 10 Kb bin size of CUT&RUN replicates for H3K9me3 and IgG in D907 control (C), assimilated (A) and non-assimilated (NA) lines. **b-** CUT&RUN tracks for H3K9me3 (merge of two replicates) and IgG (control) in the wing disc of D907 lines at the euchromatic gene *Cad96Ca* locus (up) and at the heterochromatic gene *cta* locus (down). The *l-element* insertion mapped to the 3'UTR of the *Cad96Ca* gene is shown.

**Dataset S1 (separate file).** Transcriptome analysis in Mix selection lines

**Dataset S2 (separate file).** Differential analysis of H3K27ac peak enrichment using the DiffBind package in Mix selection lines

**Dataset S3 (separate file).** Transcriptome analysis in D907 selection lines

**Dataset S4 (separate file).** Transposable elements insertion analysis

**Dataset S5 (separate file).** Fly stocks and number of flies scored in the functional analyses

**Dataset S6 (separate file).** Number of flies scored in the recapitulation of the Waddington selection experiment

**Dataset S7 (separate file).** Primers used in this study

**Dataset S8 (separate file).** Next generation sequencing data stored in GEO and data statistics

## SI References

1. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 2014;15(12):1-21. doi:10.1186/s13059-014-0550-8
2. Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. *Nat Methods.* 2012;9(4):357-359. doi:10.1038/nmeth.1923
3. Li H, Handsaker B, Wysoker A, et al. The Sequence Alignment/Map format and SAMtools. *Bioinformatics.* 2009;25(16):2078-2079. doi:10.1093/bioinformatics/btp352
4. Tarasov A, Vilella AJ, Cuppen E, Nijman IJ, Prins P. Sambamba: Fast processing of NGS alignment formats. *Bioinformatics.* 2015;31(12):2032-2034. doi:10.1093/bioinformatics/btv098
5. Zhang Y, Liu T, Meyer CA, et al. Model-based Analysis of ChIP-Seq (MACS). *Genome Biol* 2008 9. 2008;9(9):1-9. doi:10.1186/GB-2008-9-9-R137
6. Ramírez F, Ryan DP, Grüning B, et al. deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res.* 2016;44(W1):W160-W165. doi:10.1093/NAR/GKW257
7. Lopez-Delisle L, Rabbani L, Wolff J, et al. pyGenomeTracks: reproducible plots for multivariate genomic datasets. *Bioinformatics.* 2021;37(3):422-423. doi:10.1093/bioinformatics/btaa692
8. Stark R, Brown G. *DiffBind: Differential Binding Analysis of ChIPSeq Peak Data.*; 2021.
9. Yu G, Wang LG, He QY. ChIPseeker: An R/Bioconductor package for ChIP peak annotation, comparison and visualization. *Bioinformatics.* 2015;31(14):2382-2383. doi:10.1093/bioinformatics/btv145
10. Serra F, Baù D, Goodstadt M, Castillo D, Filion G, Marti-Renom MA. Automatic analysis and 3D-modelling of Hi-C data using TADbit reveals structural features of the fly chromatin colors. *PLoS Comput Biol.* 2017;13(7):1-17. doi:10.1371/journal.pcbi.1005665

11. Abdennur N, Mirny LA. Cooler: Scalable storage for Hi-C data and other genomically labeled arrays. *Bioinformatics*. 2020;36(1):311-316. doi:10.1093/bioinformatics/btz540
12. Imakaev M, Funderberg G, Patton McCord R, et al. Iterative Correction of Hi-C Data Reveals Hallmarks of Chromosome Organization. *Nat Methods*. 2012;9(10):999-1003. doi:10.1038/nmeth.2148.iterative
13. Kerpedjiev P, Abdennur N, Lekschas F, et al. HiGlass: Web-based visual exploration and analysis of genome interaction maps. *Genome Biol*. 2018;19(1):1-12. doi:10.1186/s13059-018-1486-1
14. Zhu Y, Bergland AO, González J, Petrov DA. Empirical Validation of Pooled Whole Genome Population Re-Sequencing in *Drosophila melanogaster*. *PLOS ONE*. 2012;7(7):e41901. doi:10.1371/journal.pone.0041901
15. Vendrell-Mir P, Barteri F, Merenciano M, González J, Casacuberta JM, Castanera R. A benchmark of transposon insertion detection tools using real data. *Mob DNA*. 2019;10(1):53. doi:10.1186/s13100-019-0197-9
16. Kofler R, Gómez-Sánchez D, Schlötterer C. PoPoolationTE2: Comparative Population Genomics of Transposable Elements Using Pool-Seq. *Mol Biol Evol*. 2016;33(10):2759-2764. doi:10.1093/molbev/msw137
17. Yu T, Huang X, Dou S, et al. A benchmark and an algorithm for detecting germline transposon insertions and measuring de novo transposon insertion frequencies. *Nucleic Acids Res*. 2021;49(8):E44. doi:10.1093/nar/gkab010
18. Chen S, Zhou Y, Chen Y, Gu J. Fastp: An ultra-fast all-in-one FASTQ preprocessor. *Bioinformatics*. 2018;34(17):i884-i890. doi:10.1093/bioinformatics/bty560
19. Rech GE, Radío S, Guirao-Rico S, et al. Population-scale long-read sequencing uncovers transposable elements associated with gene expression variation and adaptive signatures in *Drosophila*. *Nat Commun*. 2022;13(1):1-16. doi:10.1038/s41467-022-29518-8
20. Li H, Durbin R. Fast and accurate short read alignment with Burrows–Wheeler transform. *Bioinformatics*. 2009;25(14):1754-1760. doi:10.1093/BIOINFORMATICS/BTP324
21. Quinlan AR, Hall IM. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinforma Oxf Engl*. 2010;26(6):841-842. doi:10.1093/BIOINFORMATICS/BTQ033
22. Neph S, Kuehn MS, Reynolds AP, et al. BEDOPS: high-performance genomic feature operations. *Bioinformatics*. 2012;28(14):1919. doi:10.1093/BIOINFORMATICS/BTS277
23. McKenna A, Hanna M, Banks E, et al. The Genome Analysis Toolkit: A MapReduce framework for analyzing next-generation DNA sequencing data. *Genome Res*. 2010;20:1297-1303. doi:10.1101/gr.107524.110.20
24. Yu T, Huang X, Dou S, et al. A benchmark and an algorithm for detecting germline transposon insertions and measuring de novo transposon insertion frequencies. *Nucleic Acids Res*. 2021;49(8):e44. doi:10.1093/nar/gkab010

How the deposited data were processed for this re-analysis (not part of the article)

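The data are whole-genome sequences of pooled flies (Pool-seq) from D907, an inbred line, and from Mix, an outbred population obtained from inbred lines. Analysed were 12 pools, each of 100 adult females from 1 population: the ancestral (P0), control, assimilated and nonassimilated populations of D907 and of each of the 2 selection experiments on Mix. By the methods, the authors' reads were paired-end reads aligned to dm6 with BWA, and SNPs and InDels were called with GATK. Transposable element calls, RNA-seq, CUT&RUN and Hi-C data and the pool of D208 flies were not used here.

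The 9 deposited tables that were analysed each hold 1 derived pool of D907 or Mix beside the P0 pool of its line and experiment. For each site the authors' deposited tables give the read counts of the reference and of the alternative allele in both pools, not normalized for depth, a Fisher p-value, its rank and a q-value. The p-values recomputed from the read counts with a two-sided Fisher's exact test were equal to the authors' p-values at 99.986% to 99.999% of the sites of each table. The deposited q-value equals the p-value times the number of sites divided by the rank, at 100% of sites, and is not limited to 1, while the methods name Bonferroni's correction. The tables do not give the bases of the alleles, so SNPs and InDels could not be separated. Which filters the authors applied to the sites is not stated in the text of the methods. A site absent from a table was treated as not tested. The reference annotation and the tables share the dm6 coordinates.

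At each site the read counts of the derived pool and of P0 were compared by the recomputed Fisher's exact test with Bonferroni's correction over the sites of the table, and a site was called changed at an adjusted p-value below 1e-05. The test, the threshold, the alternatives and the rule for naming genes and windows were set before the data were examined, except where an alternative is said to have been added. Named are the candidate genes of the paper and, per comparison, the 3 windows of 100 kb with the largest share of changed sites among windows with at least 50 tested sites. Sites changed in 2 pools were compared with 1000 circular shifts of the sites along each chromosome arm (seeded). The P0 pool shared by the lines of 1 experiment was taken into account with 10 simulations of unchanged pools, and the direction of change with permutations of 5-Mb blocks (100000 sign flips, blocks of at least 100 sites). The experiment number pairs the Mix pools, since each experiment has its own P0 population, and a Cochran-Mantel-Haenszel test with the experiments as strata was run as the paired form of the comparison. Runs of windows in D907 were called fixed where at least 90% of sites with a P0 minor allele frequency of 0.1 or more were fixed, with a site fixed at a frequency of at most 0.02 or at least 0.98, gaps of up to 5 windows bridged and runs of at least 10 windows kept. Mean 2pq was taken over the listed sites, with a jackknife over blocks of 1 Mb. Intervals of shares are Wilson 95% intervals. Reads are not independent molecules, and these intervals cover counting error only.

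The median depth at listed sites lay between 75 and 87 reads per pool. In data simulated with this depth and 200000 sites, a frequency change of 0.5 was recovered at 68.7% of changed sites and a change of 0.3 at 1.98%, and 0 of 199800 unchanged sites were called. For 60 pairs of unrelated sets of sites, the shifts gave p below 0.05 for 1.67%. These sets held no P0 frequencies, so they do not show how the shifts behave where the P0 frequency decides which sites can pass. The Fisher code was checked against SciPy (100% of 2000 sites equal) and the stratified test against statsmodels (99.0% of 195 sites equal). Each population is 1 pool, so that no spread between replicate populations was measured, and a site past the threshold differs between pools. The alternatives were other thresholds and corrections, a minimum of 30 reads, read counts scaled to a pool of 200 chromosomes, bins of 10 kb, the control pool in place of P0, the authors' q-values, and other bounds or site sets. Groups of 1 or 2 pools are too small for a search for outlying samples or for other splits of the samples. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, Numba 0.67.0, statsmodels 0.14.6 and Matplotlib 3.10.9 were used.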

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

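The frequency in the nonassimilated pool and the change in the control pool were chosen as tests only after the result was seen.

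In D907 assimilated flies, 16969 changed sites lay on 3R nearer the centromere than 18 Mb, outside the region that the paper discusses, against 50 in control flies. Of these, 16271 lay in a block from 9.5 to 15.4 Mb, in which 97.6% of sites segregating in P0 were fixed in assimilated flies, 2.55% in nonassimilated flies and 0.333% in control flies. The block drew attention because it is a signal outside the paper's region and because the selection lines differ there. A Fisher's exact test of assimilated against nonassimilated reads passed the adjusted threshold at 7842 of 33082 sites in the block, and at 8311 sites in the whole genome, with a median difference of 53.7 percentage points at the sites past it. This test compares 1 pool with 1 pool, not replicate populations.

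Fewer reads in the assimilated pool were argued against, since its median depth was 85 reads in the block against 87 on the other autosome arms. Loss of the In(3R)C chromosome with this region attached to it was tested with the nonassimilated pool, in which 98.1% of the segregating sites from 17.6 to 32.1 Mb were fixed. The alleles lost from assimilated flies in the block kept a mean frequency of 37.4% in nonassimilated flies (SD over sites 15.2%), so that loss of In(3R)C alone did not remove them. In control flies the same alleles rose by 20.1 percentage points, from 47.9% in P0 to 68.1%, with Wilson intervals that do not overlap (41.2% to 54.9% and 61.2% to 74.1%), while in assimilated flies they were lost. Frequencies in an unselected population thus moved far in this block, and chance change in a population of few parents and selection in the assimilated line cannot be told apart with 1 population of each kind. Selection on a locus in the block may account for the fixation, and this stays a hypothesis.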

How the results depend on the processing

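For the shares on 3R, the alternatives with the authors' q-values, Benjamini-Hochberg correction, the averaged p and a frequency change of at least 0.3, and elsewhere those with the averaged negative logarithm of p and with sites of the control table alone were chosen only after the data were seen. The alternative with SNPs only was not run, because the tables do not name the bases. Unless said otherwise, values follow the order control, assimilated, nonassimilated, and the cause of a change was not tested.

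For the numbers of changed sites, a minimum of 30 reads kept all 9 counts within 1.5 times. At a threshold of 1e-08 the counts were 171, 13894 and 1626 in D907, 3257 and 109954 in Mix control and assimilated flies of experiment 1, and 1217 in control flies of experiment 2, with fewer sites since the threshold is stricter. At 0.05 they were 1263, 78480 and 58271 in D907, 39885, 309033 and 413063 in experiment 1, and 28305 in control flies of experiment 2. Benjamini-Hochberg correction gave 822, 90471 and 69103 in D907, 57039, 410085 and 526105 in experiment 1 and 46400, 468610 and 411993 in experiment 2. The authors' q-values gave the same counts but for 90470 in D907 assimilated flies. Effective read counts gave 63, 8324 and 221 in D907, 1371, 83212 and 141620 in experiment 1, and 483 in control and 143469 in nonassimilated flies of experiment 2. With the adjusted p averaged in bins of 10 kb, 0%, 0.0561% and 0.00701% of bins passed in D907, 0.00693%, 0.0208% and 0.0138% in experiment 1 and 0%, 0.309% and 0.0280% in experiment 2. With its negative logarithm averaged, 0.0210%, 2.39% and 0.0351% passed in D907, 0.0554%, 10.6% and 18.2% in experiment 1, and 0.0209%, 30.2% and 20.7% in experiment 2. A frequency change of at least 0.3 left 139 sites in D907 control flies. Against the control pool, 21651 sites changed in D907 assimilated and 5534 in nonassimilated flies. Within D907, control flies had the fewest changed sites or bins in each setting that was run on them.

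The share of D907 changed sites between 20.3 and 32 Mb of 3R, in assimilated and nonassimilated flies, kept its value with at least 30 reads. It was 13.3% and 70.8% at 1e-08, 60.1% and 79.1% at 0.05, 5.16% and 13.2% against the control pool, and 2.27% and 57.5% with effective read counts. With bounds of 18 and 32 Mb it was 48.1% and 94.3%. The authors' q-values gave 61.4% and 78.8%, or 73.9% and 94.9% with the wider bounds, as did Benjamini-Hochberg correction (73.89% in assimilated flies with the wider bounds). A frequency change of at least 0.3 gave 39.0% and 77.8%. Bins of the averaged negative logarithm gave 1.47% and 20.0%, and bins of the averaged p 0% and 0%, of 8 bins and 1 bin. Alleles with a P0 frequency near 0.3 pass the threshold at this depth only in part of the sites. This may be why the share was lower at 1e-08 and with effective read counts, but it was not tested. A frequency change of at least 0.3 did not lower the share in nonassimilated flies. The In(3R)C frequencies stayed within their intervals under all 14 alternatives.

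The numbers of sites changed in both Mix experiments were 26, 17568 and 39250 at 1e-08, and 2029, 72709 and 105225 at 0.05. With the experiment as replicate block, the paired test called 10730, 204067 and 186496 sites, which asks for a common change and not for 2 changes past the threshold. Bins of the averaged adjusted p gave 0, 0 and 0, with too few bins past the threshold in each experiment to be shared, and bins of its negative logarithm gave 0%, 4.44% and 6.48%. Leaving out 1 experiment leaves 1 pool per group, with no test on replicates: the counts were then from 3695 to 7944 sites in control, from 113645 to 220899 in assimilated and from 170305 to 182954 in nonassimilated flies. The overlap of assimilated and nonassimilated flies of experiment 1 was 15.6% of bins (permutation p = 0.181) with the averaged negative logarithm, no longer past the shifts, against 65.2% in experiment 2 (permutation p = 0.001, the smallest possible). With the averaged p it was 0% in experiment 1, where 3 and 2 bins of the whole genome passed, and 1 shared bin in experiment 2, which are too few to test an overlap. A threshold of 1e-08 and the control pool as the reference kept the overlap past the shifts in both experiments. In the Pxd peak, adding 5 kb on each side gave 3 sites exclusive to nonassimilated flies at the adjusted threshold, from a longer region, and 0 of 31 at an unadjusted p below 0.05. All 18 alternatives for Cad96Ca kept their values within the limits.

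Mean 2pq in Mix, corrected for depth and chromosomes, was 0.337 in P0 and 0.308 in control flies of experiment 1. At sites listed in all 3 tables of a line it was 0.325 and 0.288 in experiment 1 and 0.280 and 0.235 in experiment 2 for P0 and control flies. The other 30 alternatives stayed within the jackknife intervals. Depth also limits the calls at D907 sites: from a P0 frequency of 0.3, complete loss of an allele does not pass the threshold at the median depth.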

Differences from the paper's values

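Shares by the authors' q-values and by Benjamini-Hochberg correction were chosen only after the values were seen. The paper places most changed D907 sites of both selection lines in a single region of 3R. In assimilated flies 48.1% of changed sites lay from 18 to 32 Mb and 51.2% nearer the centromere, while in nonassimilated flies 94.3% lay from 18 to 32 Mb. Of the alternatives set for this share before the data were examined, a threshold of 0.05 put most sites of assimilated flies in the region, with 60.1% between 20.3 and 32 Mb, and the threshold of 1e-08, the minimum of 30 reads, the control pool as the reference, effective read counts and the wider bounds did not. The authors' q-values and Benjamini-Hochberg correction, alternatives chosen for this share after seeing the values, each put 61.4% between 20.3 and 32 Mb and 73.9% from 18 to 32 Mb.

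The paper states that control flies had no significant mutations in this region. Of 143254 sites tested from 18 to 32 Mb in control flies, 6 changed, and the alternatives on single sites gave from 3 to 19. With the adjusted p-value averaged in bins of 10 kb, an alternative set before the data were examined, 0 of 1400 bins passed there. The average of its negative logarithm, chosen after seeing the values, also gave 0 of 1400 bins. With the averaged p-value, few bins passed even in the selection lines (8 in assimilated and 1 in nonassimilated flies over the whole genome). With the averaged negative logarithm, 341 and 5 bins passed, but only 5 and 1 of them lay between 20.3 and 32 Mb. A count of 0 bins in control flies therefore does not show that no site changed.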

Other observations

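The comparison with the control pool as the reference, the sites listed in the control table alone, and the count of windows pool by pool were chosen as tests only after the result was seen.

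Assimilated and nonassimilated Mix flies of 1 experiment changed the same way at more sites than shifts give. Read sampling of the shared P0 pool gave 0 shared sites in experiment 1 and 0 in experiment 2 in every simulation. The P0 frequency limits the direction that can pass, so sites with a P0 frequency from 0.4 to 0.6 were taken, where either direction can. Of these, 82.2% changed the same way in experiment 1 (20 of 25 blocks over 50%, two-sided permutation p = 0.00039) and 87.4% in experiment 2 (20 of 22 blocks, permutation p = 0.00014). Against the control pool, the shared sites were 50.9% of the smaller set in experiment 1 and 57.9% in experiment 2. Both lines then share that pool as the reference, and no simulation of unchanged pools was run for it. This comparison therefore cannot decide whether changes made earlier in control flies, from which the nonassimilated line was taken, account for shared sites. The control pools had changed against P0 at 10203 and 4364 sites, fewer than the 67184 and 139580 shared sites. Changes past the threshold in the control pools thus cannot cover all shared sites, while smaller ones stay open. Read sampling of P0 is argued against as the whole cause, and the P0 frequency as the whole cause of the shared direction. Whether the P0 frequency raised the number of shared sites was not tested. Blocks longer than 5 Mb would make the block p-values too small. Founder haplotypes shared by the lines, adaptation to the laboratory and selection on the same alleles were not tested and stay open.

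If alleles were favoured only under heat shock or only without it, lines selected in the same way in the 2 experiments would share directions more often than lines selected in different ways. The difference, like minus unlike lines, was -9.22 percentage points over 18 blocks (95% interval -23.4 to 2.36; higher for like lines in 6 blocks; two-sided permutation p = 0.21). The interval includes 0, and the blocks are too few to decide.

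D907 alleles are here alternative alleles at a frequency of at least 0.98 in both D907 selection lines. Where such an allele was not listed for a derived Mix pool, it counted as frequency 0 in that pool. In Mix, the D907 alleles of the 100-kb window on 3R from 25.1 to 25.2 Mb, which holds part of Cad96Ca, rose in all selection lines. Their mean frequency went from 58.7% in P0 to 82.2% in assimilated and 99.2% in nonassimilated flies of experiment 1, and from 50.7% to 91.8% and 99.6% in experiment 2, with 58.8% and 44.2% in control flies. The smallest of these 4 rises was 23.5 percentage points, and in 64 of 1198 windows, this one included and all on 3R, the D907 alleles rose by at least that much in every selection line. In 14 other windows, all on 3R, they rose at least as much as here in each selection line taken singly. With that many windows, selection of the segment with Cad96Ca and of another part of 3R cannot be told apart by these windows. Windows with a rise over 20 percentage points in every selection line numbered 88, against a mean of 67.6 from shifts (permutation p = 0.0889). The P0 mean of this window in experiment 1 was 58.7%, and the P0 means of the arms ranged from 68.2% on 3R to 75.4% on 3L. By the methods, Mix was made from equal numbers of females of 4 inbred lines. These means argue against alleles carried by D907 alone, so other founder lines probably carry many of them. A rise of the window means therefore does not by itself trace D907 chromosomes. At Cad96Ca, 20 D907 alleles with a P0 frequency of at most 0.35 in experiment 1 averaged 26.4% in P0 and 27.4% in control flies. They averaged 65.1% in assimilated and 100% in nonassimilated flies. In experiment 2 the means of 25 such alleles were 13.2%, 4.57%, 89.1% and 100% in the same order. Of these alleles, 1 was not listed for assimilated flies of experiment 1 and 1 for control flies of experiment 2, and each counted as 0.

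Sites absent from the tables of the D907 selection lines were tested as a reason for missing calls between 20.3 and 32 Mb. At the 20898 sites from 21 to 31 Mb listed in the control table alone, the mean frequency was 24.9% in control flies (SD over sites 13.6%), inside the interval of the In(3R)C estimate. The number of changed sites in the region may therefore be too low for the selection lines, since such sites were not tested there. No biological explanation was tested for this pattern.

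In D907 assimilated flies, changed sites lay in 4 of the 13 genes that the paper examines as candidates, among them kibra (100 of 200 listed sites, 3R 14697689 to 14724261) and Ect3 (18 of 26, 3R 11999278 to 12003516), with 0 in both genes in nonassimilated and control flies. Both genes lie in the block from 9.5 to 15.4 Mb, where 97.6% of sites segregating in P0 were fixed in assimilated flies. Their counts therefore do not single them out from other genes of the block. For Ect3 the paper reports no wing phenotype after knockdown. It proposes that a role in EV evolution is improbable in Mix nonassimilated flies, in which Ect3 was downregulated. On 3L from 15.7 to 16.7 Mb, the less common P0 allele went from 22.9% in P0 to 9.40% in control, 44.0% in assimilated and 34.8% in nonassimilated flies.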
